# Long-term transcriptomic and proteomic effects in Sprague Dawley rat thyroid and plasma after internal low dose ^131^I exposure

**DOI:** 10.1371/journal.pone.0244098

**Published:** 2020-12-31

**Authors:** Malin Larsson, Nils Rudqvist, Johan Spetz, Emman Shubbar, Toshima Z. Parris, Britta Langen, Khalil Helou, Eva Forssell-Aronsson

## Abstract

**Background:**

Radioiodide (^131^I) is commonly used to treat thyroid cancer and hyperthyroidis.^131^I released during nuclear accidents, have resulted in increased incidence of thyroid cancer in children. Therefore, a better understanding of underlying cellular mechanisms behind ^131^I exposure is of great clinical and radiation protection interest. The aim of this work was to study the long-term dose-related effects of ^131^I exposure in thyroid tissue and plasma in young rats and identify potential biomarkers.

**Materials and methods:**

Male Sprague Dawley rats (5-week-old) were i.v. injected with 0.5, 5.0, 50 or 500 kBq ^131^I (D_thyroid_ ca 1–1000 mGy), and killed after nine months at which time the thyroid and blood samples were collected. Gene expression microarray analysis (thyroid samples) and LC-MS/MS analysis (thyroid and plasma samples) were performed to assess differential gene and protein expression profiles in treated and corresponding untreated control samples. Bioinformatics analyses were performed using the DAVID functional annotation tool and Ingenuity Pathway Analysis (IPA). The gene expression microarray data and LC-MS/MS data were validated using qRT-PCR and ELISA, respectively.

**Results:**

Nine ^131^I exposure-related candidate biomarkers (transcripts: *Afp* and *RT1-Bb*, and proteins: ARF3, DLD, IKBKB, NONO, RAB6A, RPN2, and SLC25A5) were identified in thyroid tissue. Two dose-related protein candidate biomarkers were identified in thyroid (APRT and LDHA) and two in plasma (DSG4 and TGM3). Candidate biomarkers for thyroid function included the ACADL and SORBS2 (all activities), TPO and TG proteins (low activities). ^131^I exposure was shown to have a profound effect on metabolism, immune system, apoptosis and cell death. Furthermore, several signalling pathways essential for normal cellular function (actin cytoskeleton signalling, HGF signalling, NRF2-mediated oxidative stress, integrin signalling, calcium signalling) were also significantly regulated.

**Conclusion:**

Exposure-related and dose-related effects on gene and protein expression generated few expression patterns useful as biomarkers for thyroid function and cancer.

## Introduction

The thyroid is an endocrine gland that produces iodine-containing hormones involved in metabolism and brain development. There are several isotopes of iodine, including radioactive ^131^I and ^123^I. Due to the natural accumulation of iodine in the thyroid, ^131^I (half-life 8.04 days [1]) has frequently been used to treat thyroid malignancies, including *e*.*g*. hyperthyroidism and thyroid cancer and it may be used in thyroid scintigraphic imaging. Also, ^131^I labelled radiopharmaceuticals, *e*.*g*. ^131^I-MIBG, used for treatment of other diseases contribute to irradiation of healthy thyroid tissue. In the clinic the absorbed dose to thyroid depends on the type of radiopharmaceutical, thyroid function, administered activity and age. According to the Swedish Radiation Safety Authority (2019), the absorbed dose to thyroid in adults was 0.063–7.2 Gy for diagnostics, and 60–2600 Gy for therapy [2, 3]. ^131^I-MIBG therapy resulted in around 2 Gy absorbed dose to thyroid in young children. Furthermore, ^131^I is one of the most commonly released radionuclides in nuclear weapon detonations and nuclear accidents. For medical use ^131^I is usually produced by (n, γ) reaction of ^130^Te to ^131^Te (half-life 25 min), which decays to ^131^I. Another way is by separation of fission products from ^235^U [4].

After the Chernobyl nuclear accident, individuals living in surrounding areas in Ukraine, Belarus, and Russia were initially exposed to ^131^I, and the absorbed dose to thyroid in children was 0–10 Gy, with the majority in the 0–5 Gy range and 1 Gy for pre-school children [5]. This resulted in significantly increased rates of primarily papillary thyroid cancer (PTC) in exposed children and adolescents [6–8]. Compared to adults, the biological uptake (concentration) of radioiodine is higher in young children due to the higher proliferation rate of the thyrocytes and the smaller thyroid size, which together with higher milk consumption by children may explain the absorbed dose to the thyroid in children after the Chernobyl accident. However, the increased absorbed dose to thyroid in children cannot explain the difference in thyroid cancer incidence when comparing children and adults [9]. Therefore, we need better knowledge of the effects of ionizing radiation on thyroid tissue, especially in young individuals. It is important to study both the short- and long-term radiobiological effects on thyroid tissue, since tumour initiation occurs early after exposure, while cancer diagnosis occurs years after exposure [10]. Exposure to ionizing radiation results in the activation/inhibition of several different cellular processes, where a number of the activated genes may have altered expression patterns [11, 12].

We have previously investigated changes in mRNA expression at early time points after ^131^I exposure in thyroid tissue samples from adult mice and rats using microarray techniques [13–16]. Several potential biomarkers were identified in thyroid tissue, specific for the administered activity level of ^131^I and the time after injection, e.g. *Klk1*, the *Klk1b* family, *Agpat9*, *Plau*, *Prf1*, and *S100a8*. Various biological functions were affected, and we showed in adult mice (6–8 mo.) effects related to cell adhesion 24 h after low-medium dose exposure to ^131^I [13]. In addition, calcium related gene changes and down regulation of parathyroid hormone and PPARG were found 24 h after ^131^I exposure of rat thyroid [14].

Our previous studies were performed on adult animals. It is thus necessary to perform radiobiological studies on young animals to evaluate age-related radiobiological effects. Taken together, transcriptome and proteome profiling may potentially be useful for biomarker discovery, as these techniques detect variations in gene expression over time for different stimuli, *e*.*g*. radiation.

The aim of the present work was to investigate biological effects associated with low to medium dose ^131^I exposure in young rats by studying changes in gene and protein expression in thyroid tissue and plasma, with special focus on exposure-related and dose-related effects and to identify potential biomarkers related to thyroid function alteration and cancer. Although a large number of regulated genes and proteins were identified, few demonstrated expression patterns (uniformly increased or decreased expression levels for all doses or expression levels increasing or decreasing with dose) useful as biomarkers for thyroid function and cancer.

## Material and methods

### Study design

Twenty young (5-week-old) male Sprague Dawley rats (Charles River Laboratories International, Inc., Salzfeld, Germany) were randomly divided into five groups containing four individuals each. Four groups were i.v. injected with 0.5, 5, 50 or 500 kBq ^131^I (GE Healthcare, Braunschweig, Germany) to obtain an absorbed dose to the thyroid of D_thyroid_ = 1, 10, 100 or 1000 mGy, respectively. One group was not treated and used as control. The animals were under daily supervision and received food (standard rat chow) and water *ad libitum*. The method for estimation of absorbed dose to the thyroid after i.v. injection of ^131^I has been described elsewhere [12]. In brief, the absorbed dose to thyroid was calculated using the Medical Internal Radiation Dose formalism [17]

$$D_{thyroid}={\tilde{A}}_{thyroid}*E\frac{\Phi }{m_{thyroid}}$$ (1)

$${\tilde{A}}_{thyroid}=A_{inj}\int_{0}^{t_{D}}a_{thyroid}(t)e^{-\lambda t}dt$$ (2)

where D_thyroid_ is the absorbed dose to the thyroid, Â is the cumulated ^131^I activity in thyroid, E is the mean emitted energy per disintegration, ***Φ*** is the absorbed fraction, m_thyroid_ is the thyroid mass, A_inj_ is the injected activity, a_thyroid_ is the activity in organs at time t, t_D_ is the time to which the absorbed dose contribution is calculated and **λ** is the radioactivity decay constant.

Nine months after ^131^I injection, the animals were killed by cardiac puncture under anaesthesia with pentobarbitalnatrium (APL; Kungens kurva, Sweden), followed by thyroid excision and collection of blood samples using heparin syringes. Thyroid samples were flash-frozen in liquid nitrogen and stored at -80oC until further processing. Plasma was collected from individual blood samples via centrifugation and stored at -80oC. The design of this study was approved by the Ethical Committee on Animal Experiments in Gothenburg, Sweden (Permit Number: 146–2015).

### Gene expression microarray analysis

Total RNA samples were extracted from flash-frozen thyroid tissue samples with the RNeasy Lipid Tissue Mini Kit (Qiagen; Hilden, Germany). Microarray analysis was performed at the Bioinformatics and Expression Analysis Core Facility at Karolinska Institute (Stockholm, Sweden) using Agilent Sureprint G3 Rat GE 8x60K microarrays (Agilent, Santa Clara, CA, USA). Nexus Expression 3.0 (BioDiscovery; El Segundo, CA, USA) was used to identify differentially expressed transcripts by comparing thyroid tissue from exposed and non-exposed rats. The fold change and FDR-adjusted p-value cut-offs (Benjamini-Hochberg method) were set to > 1.5, <-1.5 and < 0.01, respectively. Functional annotation data based on Gene Ontology (GO) terms with a p-value < 0.05 were compiled with Nexus Expression and associated with higher level cellular functions using an in-house model based on parental GO terms presented in Fig 5, including eight main categories and 31 subcategories (www.geneonology.org) [18]. Thyroid-specific genes were identified using the Human Protein Atlas database (www.proteinatlas.org) [19, 20]. The gene expression data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [21] and are accessible through GEO Series accession number GSE146051 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146051).

### Liquid chromatography-tandem mass spectrometry (LC-MS/MS) analysis

#### Protein extraction and TMT (tandem mass tags) protein labelling

The thyroid tissue samples were homogenised in lysis buffer (25 mM Triethylammoinium bicarbonate, TEAB, 2% Sodium dodecyl sulfate (SDS)) using a FastPrep®-24 instrument (MP Biomedicals, OH, USA). Total protein concentration was determined with Pierce™ BCA Protein Assay (Thermo Fisher Scientific, Waltham, MA, USA). The samples were then group wise combined in equal amounts from each animal in the group. Tissue samples, 50 μg of total protein for each pooled group and 50 μg of a reference pool containing equal amounts of all samples, were reduced by DL-Dithiothreitol (DTT) and then trypsin (Pierce Trypsin Protease, MS Grade, Thermo Fisher Scientific, Waltham, MA, USA) digested using the filter-aided sample preparation (FASP) method modified according to Wisniewski *et al* [22].

Rat plasma samples were similarly combined per group and a total of 30 μl per pooled group was depleted of high-abundance proteins using the Seppro Rat spin column kit (Sigma). In short, samples diluted with 8 M urea were applied on Nanosep 30k Omega filters (Pall Life Sciences, Port Washington, NY, USA) and 8 M urea was used to repeatedly wash away the SDS. Alkylation was performed with methyl methane thiosulfonate (MMTS) diluted in digestion buffer (1% sodium deoxycholate (SDC), 20 mM TEAB) and the filters were repeatedly washed with digestion buffer. Trypsin in a ratio of 1:100 relative to protein amount was added with 25 mM TEAB and the samples were incubated in 37°C overnight. Another portion of trypsin was added the following morning and the samples were incubated for 4 h at 37°C. Peptides were subjected to isobaric mass tagging reagent TMT® according to the manufacturer’s instructions (Thermo Fisher Scientific, Waltham, MA, USA). In a set, each sample and a reference was labelled with a unique tag from a TMT 6plex or 10plex isobaric mass tag labelling kit. Following TMT labelling, the samples in a set were pooled and concentrated and acidified to about pH 2 to precipitate SDC.

The combined TMT samples were fractionated by basic-pH reversed-phase chromatography (bRP-LC) on an ÄKTApurifier (Amersham Pharmacia Biotech AB, Uppsala, Sweden) using a reversed-phase XBridge BEH C18 column (3.5 μm, 3.0x150 mm, Waters Corporation), 10 mM ammonium formate buffer at pH 10.0 as solvent A and 90% acetonitrile, 10% 10 mM ammonium formate at pH 10.0 as solvent B and the flow of 400 μl/min. Samples were separated into 27 fractions on a gradient elution from 0% to 7% B for 1 min, from 7% to 50% B for 32 min followed by an increase to 100% B for 1.5 min, and holding 100% B for 2 min. The fractions were evaporated and reconstituted in 15 μl of 3% acetonitrile, 0.2% formic acid for nLC-MS analysis.

#### Liquid chromatography-mass spectrometry analysis

The fractionated samples were analysed on an Orbitrap Fusion Tribrid mass spectrometer (Thermo Fisher Scientific) interfaced with an Easy-nLC 1000 liquid chromatography system (Thermo Fisher Scientific); solvent A was 0.2% formic acid (FA) in water and solvent B was 0.2% FA in acetonitrile. Peptides were trapped on an in-house packed 3 cm pre-column, and separated on an analytical column (75 μm x 30 cm, both backed with Reprosil-Pur C18 material, particle size 3 μm, Dr. Maisch) using the linear gradient from 5% to 25% B for 45 min, from 25% to 80% B for 5 min, 80% B for 10 min, at 300 nL/min flow rate.

Precursor MS scans were performed at 120 000 resolution, with the 4e5 AGC target in the *m/z* range 380–1200 with wide quadrupole isolation; the most abundant precursors with charges 2 to 7 were selected for fragmentation over the 3 s cycle time with the dynamic exclusion duration of 30 s. Precursors were isolated with 1.6 window, fragmented by collision induced dissociation (CID) at 30% collision energy with a maximum injection time of 70 ms and AGC target 1e4, and the MS2 spectra were detected in the ion trap followed by the synchronous isolation of the 5 most abundant MS2 fragment ions within *m/z* range of 400–900, and fragmentation by higher-energy collision dissociation (HCD) at the 55% collision energy; the resulting MS3 spectra were detected in the Orbitrap at 60,000 resolution in the *m/z* range 100–500 with the maximum injection time 120 ms and AGC target 1e5.

### Proteomic data analysis

Peptide and protein identification and quantification were performed using Proteome Discoverer version 1.4 (Thermo Fisher Scientific) with Mascot 2.3 or 2.5.1 (Matrix Science, London, United Kingdom) against the SwissProt database with taxonomy *Rattus norvegicus*, version 2015/04 (7935 sequences). Trypsin with no missed cleavage was used as a cleavage rule, precursor tolerance was set to 5 ppm and MS2 fragment tolerance was set to 500 mmu, monooxidation on methionine was set as a variable modification, cysteine methylthiolation, TMT-6 label on lysine and peptide N-termini were set as fixed modifications. Percolator was used for the peptide-spectrum match (PSM) validation with the strict false discovery rate (FDR) threshold of 1%.

The TMT reporter ions were identified in the MS3 HCD spectra with a mass tolerance of 3 mmu, and the resulting reporter abundance values for each sample were normalized on protein median in Proteome Discoverer 1.4. In total 3700 and 9747 peptides were found in plasma and thyroid tissue, respectively. Each protein was identified using 1–151 and 1–102 unique peptides for plasma and thyroid tissue, respectively.

The fold change cut-off were set to >1.5 and <-1.5, respectively. GO terms and the DAVID functional annotation tool (https://david.ncifcrf.gov/) were used for functional annotation of the LC-MS/MS data with a p-value cut off of <0.05, using modified Fisher´s exact test (EASE scores) and were categorised in the same manner as the transcripts, using the in-house model [23, 24]. Thyroid-specific proteins were identified using the Human Protein Atlas database (https://www.proteinatlas.org) [19, 20]. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [25] partner repository with the dataset identifier PXD017715.

### Ingenuity pathway analysis (IPA)

The Ingenuity Pathway Analysis software (IPA; Ingenuity Systems, Redwood City, USA) was used to analyse affected canonical pathways, biological functions and upstream regulators for both transcripts and proteins. The overlap between the experimental data and the Ingenuity Pathways Knowledge Base was determined using Fisher´s exact test (p<0.05). The z-score was used to determine the activation state of the upstream regulators; z>2 indicates activation, while z<-2 indicates inhibition.

### Validation of the microarray and the LC-MS/MS results

The *Slc25a5* gene and DSG4 protein were selected for validation of expression microarray and LC-MS/MS results, respectively. In order to validate the microarray results, qRT-PCR was performed on thyroid extracted mRNAs. In brief, the mRNAs were converted to cDNA using SuperScript™ VILO™ cDNA Synthesis Kit (Invitrogen, 11754–050), according to the manufacturer’s instructions. Primers corresponding to the *Slc25a5*, gene were run (Applied Biosystems) on a real-time 7500 HT sequence detection system (Applied Biosystems), with the SYBR green detection system (Applied Biosystems) The *beta-actin*, *Gapdh* and *HPTR1* genes were used as controls based on their uniform expression in thyroid tissue (Applied Biosystems). The relative expression of the analysed genes was determined in relation to the expression of the control genes using the ΔΔC_t_ method [14]. The intensity value was plotted against the ΔC_t_ value for each animal.

To validate the results from LC-MS/MS analysis, enzyme-linked immunosorbent assay (ELISA) was used for the DSG4 protein (MyBioSource Cat no; MBS9324066). In brief, standards and samples were prepared according to the manufacturer’s instructions, and were added into assigned wells. HRP conjugate was added to each well. The plate was incubated at 37 oC for one hour, and then washed according to the instructions. Chromogen solutions (A and B) was added to each well, followed by stop solution. Absorbance was measured for each well at 450 nm. The fold change value for each group was plotted against mean absorbed dose.

### Histological analysis

Thyroid tissue samples from each individual rat were fixed in formaldehyde and then imbedded in paraffin. Paraffin slices (4 μm) were stained using haematoxylin-eosin to evaluate thyroid tissue morphology, abnormal tissue structure, and the presence of tumour cells. The slides were evaluated by two certified pathologists.

## Results

### Regulated transcripts/proteins in thyroid tissue and plasma

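Thyroid gene expression was measured on one-colour Agilent Sureprint G3 Rat GE 8x60K microarrays, each hybridised with Cy3-labelled total RNA from 1 thyroid. The comparison 9 months after injection at 5 weeks of age comprised 19 arrays, of which 4 came from rats given 0.5 kBq, 3 from rats given 5 kBq, 4 from rats given 50 kBq, 4 from rats given 500 kBq and 4 from untreated controls of the same age. The study design gives 4 rats in each group, and 3 arrays of the 5 kBq group were analysed here. For each spot, the authors deposited the background-subtracted signal intensity that Agilent Feature Extraction computed, with no scaling between arrays. An array held 62976 spots, of which 4259 were control spots, and the other spots represented 30367 probes. The accession of 17998 of these probes was matched to a gene symbol in a table of RefSeq genes, which gave 15154 symbols.

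Between 70.1% and 80.7% of the spots of an array were well above background. The median was 73.0% in controls (range 70.3% to 80.1%), 74.3% at 0.5 kBq (72.8% to 77.0%), 77.1% at 5 kBq (74.9% to 80.7%), 76.7% at 50 kBq (74.5% to 77.3%) and 72.3% at 500 kBq (70.1% to 73.6%). The median of the 75th percentile of the spot signals was 2054 in controls (1863 to 2834), 2931 at 0.5 kBq (1923 to 3543), 3654 at 5 kBq (3627 to 3658), 2576 at 50 kBq (1886 to 3256) and 2846 at 500 kBq (1568 to 4167). No spot was saturated. The number of arrays in each group limits the precision of all values.

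Signals were converted to log2 and the 75th percentile of each array was subtracted, so that log2 signals are given relative to that percentile. Control spots and spots that the software marked as outliers were left out, and the spots of one probe were averaged. The 23568 probes that were well above background on at least 3 of the 19 arrays were tested with limma in one fit of the 5 groups, with Benjamini-Hochberg adjustment. The methods name Nexus Expression 3.0 and its cut-offs, and the text of the paper names neither the test nor the normalization. A transcript was called regulated at the paper's cut-offs, an adjusted p below 0.01 and a fold change above 1.5 or below -1.5. The arrays were scanned on 3 dates, and the scan date of 3 of the 4 arrays at 500 kBq and of 1 of the 3 arrays at 5 kBq held no control.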

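In the limma fit of the 19 arrays, 0 transcripts passed both cut-offs at 0.5, 5, 50 or 500 kBq, and the number regulated at any activity was 0. An unadjusted p under 0.05 was found for 496 probes at 0.5 kBq, 1188 at 5 kBq, 830 at 50 kBq and 999 at 500 kBq, where 1178.4 would be found by chance. The smallest adjusted p at 500 kBq was 0.9998, and an adjusted p under 0.05 was found for 0, 1, 1 and 0 probes at the 4 activities. When each activity was fitted with the controls alone, limma called 1 transcript at each activity, and 410, 3566, 1214 and 1112 probes had an unadjusted p under 0.05 in the order of activity, where 1103, 1115, 1118 and 1070 would be found by chance. The setting that raised the count most was limma's array weights, with 10 transcripts, all of them at 5 kBq. The test was also run on simulated values for 19 arrays, drawn with independent normal noise around 1 mean per probe. Changes were added to 200 probes at 500 kBq. The test recovered 24% of the changed probes at a log2 change of 1, 77% at 2, 92.5% at 3 and 93% at 4. The simulation left out outlying arrays and correlation between probes, so these shares do not give the power in the real arrays.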

In thyroid tissue, the transcriptomic analysis revealed 380 differentially regulated transcripts (corresponding to 347 unique genes) associated with ^131^I exposure (Fig 1A). 

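The paper's tables of transcripts list 449 combinations of a gene and an activity, and 321 of these had a tested probe with the gene's symbol. These were 13 of 18 at 0.5 kBq, 152 of 220 at 5 kBq, 15 of 22 at 50 kBq and 141 of 189 at 500 kBq. The log2 fold change of the refit had the same sign as the paper's value for 321 of the 321. Pearson's r between the paper's values and the log2 fold changes was 0.985 across genes, which are not independent replicates, with a slope of 0.893. The paper chose these transcripts on the same samples, so the shared direction and the correlation are not independent evidence for its calls. The smallest size among the paper's values was 0.80, below the cut-off of 1.5, so they are read here as log2 fold changes. With each activity fitted with the controls alone, the transcripts called were Afp at 0.5, 5 and 50 kBq and Vegfb at 500 kBq.

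Vegfb (probe A_64_P149280), one of the transcripts of these tables, was well above background on 0 of 4 control arrays and on 2 of 4, 2 of 3, 1 of 4 and 4 of 4 arrays at 0.5, 5, 50 and 500 kBq. At 500 kBq its log2 signal was 0.90 ± 0.54 (SD, n = 4), at least 297-fold higher than in controls when each dim array was set at the lowest signal called well above background on it (two-sided exact permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow). Its limma adjusted p over all probes was 0.99984 at 500 kBq. Among untreated controls of other ages, the probe was well above background on 3 of 4 arrays at 4 months, 0 of 3 at 7 months and 2 of 3 at 13 months. A bright signal was thus also found without exposure. At 0.5, 5 and 50 kBq the group held both bright and dim arrays (exact permutation p = 0.314, 0.114 and 0.857), and the fitted log2 fold change at 50 kBq, 2.10, was -0.48 without replicate 1, the 1 array of that group well above background. Dbp (A_64_P017188) had a log2 signal of 4.62 ± 0.41 (SD, n = 4) in controls, 2.37 ± 0.25 (SD, n = 3) at 5 kBq and 2.54 ± 0.33 (SD, n = 4) at 50 kBq. Its log2 fold change was -1.51 at 0.5 kBq, -2.26 at 5 kBq, -2.08 at 50 kBq and -0.91 at 500 kBq (standard errors 0.39, 0.42, 0.39 and 0.39), and its limma adjusted p at 5 and 50 kBq was 0.460 and 0.436. Its other probes, A_64_P049827 and A_64_P049828, had log2 fold changes of -2.21 and -2.22 at 5 kBq and of -2.02 and -2.01 at 50 kBq. On probe A_64_P017188 all exposed arrays lay below all controls at 5, 50 and 500 kBq, and on A_64_P049827 3 of 4 did at 500 kBq. In the fit of all 49 arrays of the series the limma adjusted p of A_64_P017188 was 0.00135 at 5 kBq and 0.0017 at 50 kBq.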

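Several transcripts in the paper's tables are genes of squamous epithelium, of cartilage or of thyroid C cells, and lists of such genes were written before the signals were examined. The paper chose the genes of its tables on the same samples, so their medians are not independent evidence. For listed genes outside the tables, the squamous median log2 fold change was -0.41 at 5 kBq and -0.79 at 500 kBq. The cartilage median outside them was 0.88 at 50 kBq, and the C-cell median was -1.30 at 0.5 kBq and -0.74 at 500 kBq. The 15 tested squamous genes of the tables had a median log2 fold change of -1.19 at 0.5 kBq, -3.13 at 5 kBq, -0.80 at 50 kBq and -3.19 at 500 kBq. Their mean log2 signal relative to the 19 arrays was 5.84 and 4.77 in control replicates 1 and 3, and -2.02 and -2.40 in control replicates 2 and 4. It was also high on 1 array at 0.5 kBq (6.80) and on 1 array at 50 kBq (6.54). The 5 tested cartilage genes of the tables had a median log2 fold change of 2.63 at 50 kBq, where they were high on 2 of the 4 arrays (3.42 and 3.94). Their median was -0.04 at 0.5 kBq, 0.16 at 5 kBq and 1.17 at 500 kBq. At 500 kBq they were high on replicate 3 (3.34), with the other arrays between -0.61 and -0.38, and the median was 0.21 without replicate 3. The 12 tested C-cell genes of the tables had a median log2 fold change of -1.91 at 0.5 kBq and -2.43 at 500 kBq, with single arrays at -3.00 and -4.34. Without control replicate 1 the squamous medians were 0.17, -1.84, 0.53 and -1.79 in the order of activity, and without control replicate 3 they were 0.34 at 50 kBq and -2.11 at 500 kBq. With each array left out in turn they were -3.12 to 0.17 at 0.5 kBq, -4.34 to -1.84 at 5 kBq, -3.07 to 0.53 at 50 kBq and -4.41 to -1.79 at 500 kBq, and at 0.5 and 50 kBq they moved by more than 1.5 times without any 1 of the controls or of the exposed arrays of the group. The cartilage median at 50 kBq was 1.63 without replicate 3 of that group, and the C-cell medians were -1.20 at 0.5 kBq without replicate 4 and -1.37 at 500 kBq without replicate 2. The difference between arrays within the controls for the squamous genes, and within the 50 kBq group for the cartilage genes, was larger than the differences between the group means.

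**Figure D1:**
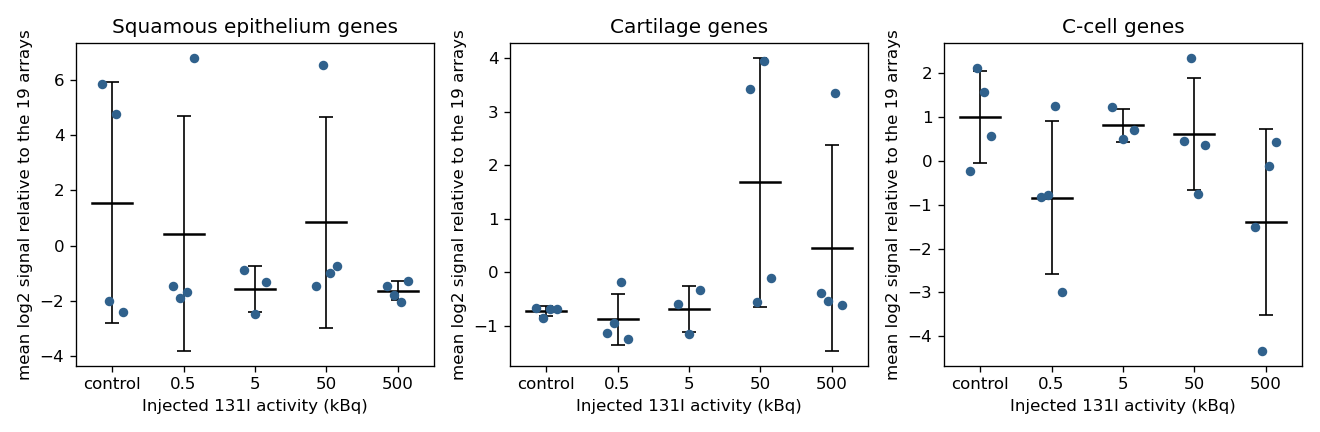
Mean log2 signal of the squamous epithelial, cartilage and C-cell genes in the paper's tables, relative to the mean of the 19 arrays, against the injected activity in kBq. Points are single arrays, lines are group means and bars are 1 SD. The squamous genes are high in 2 of 4 controls, on replicate 4 at 0.5 kBq (6.80) and on replicate 2 at 50 kBq (6.54). The cartilage genes are high in 2 of 4 arrays at 50 kBq and on replicate 3 at 500 kBq (3.34).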

The majority of the identified transcripts (n = 251) were only found at one activity level (S1A Table), of which eight transcripts (seven genes), 130 transcripts (125 genes), 18 transcripts (17 genes), and 95 transcripts (92 genes) were identified for the 0.5, 5, 50 and 500 kBq group, respectively (S1 Table). Only two transcripts (*Afp and Rt1-Bb)* were regulated at all activity levels (Fig 2A).

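In the fit of the 19 arrays, 0 transcripts passed the cut-offs at all 4 activities. Afp (probe A_43_P14817) had a limma adjusted p of 0.0510 at 0.5 kBq, 0.0199 at 5 kBq and 0.0177 at 50 kBq, and of 0.9998 at 500 kBq. For RT1-Bb (A_44_P552452) the limma adjusted p was 0.99998 at 0.5 kBq, 0.817 at 5 kBq, 0.99987 at 50 kBq and 0.99984 at 500 kBq. Of the 13 genes named in the paper's text or chosen from its tables, 12 had a tested probe, which made 48 tests over the 4 activities. Adjusted over the list alone, 11 of the 48 tests had a p under 0.05 and 7 had a p under 0.01, against 0 under 0.01 over all probes. The study chose these genes on the same samples, so the values adjusted over the list alone are not independent evidence. They were 3.46e-05, 2.02e-05, 2.02e-05 and 0.00104 for Afp at the 4 activities, and between 0.102 and 0.135 for RT1-Bb. Without replicate 1 of the 500 kBq group, Afp passed the cut-offs at all 4 activities, and it was then the 1 transcript that did so. The 4 comparisons use the same 4 controls.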

**Fig 1:**
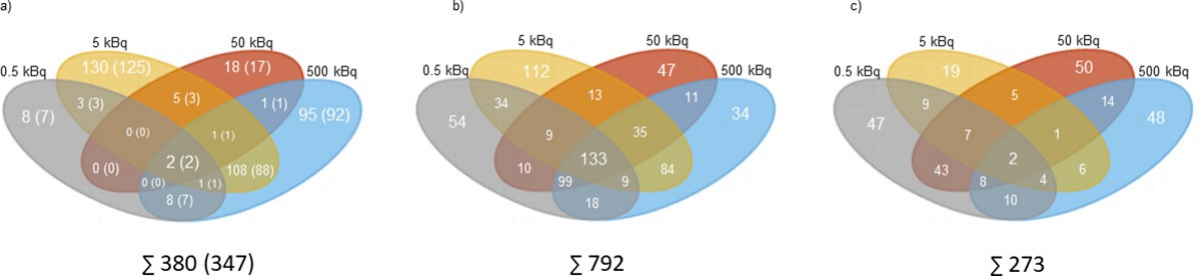
The number of statistically significant regulated transcripts and proteins in thyroid tissue and plasma 9 months after ^131^I administration in Sprague Dawley rats. Venn diagrams illustrating the distribution of the number of statistically significant a) regulated transcripts in thyroid tissue, with corresponding genes displayed in parentheses, b) expressed proteins in rat thyroid, and c) expressed proteins in rat plasma for 0.5 (in grey), 5 (in orange), 50 (in red) and 500 kBq (in blue).

**Fig 2:**
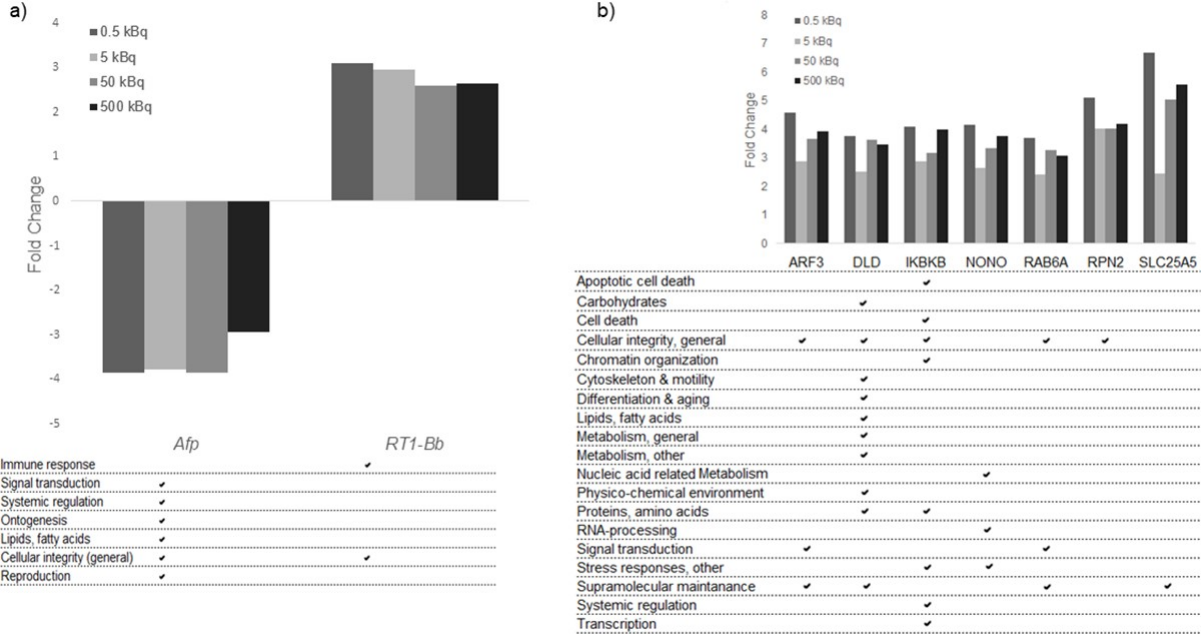
Exposure-related transcripts/proteins identified as candidate biomarkers in thyroid tissue, with their related GO terms. **a)** Transcript candidate biomarkers associated with response ^131^I exposure for all groups. Two transcripts were found in thyroid tissue. b**)** Seven protein candidate biomarkers for radiation exposure for all groups in thyroid tissue. Associated GO terms for each transcript and protein are displayed.

The proteomic analysis identified 792 and 273 differentially expressed proteins associated with ^131^I exposure in thyroid tissue (Fig 1B) and plasma (Fig 1C), respectively. In the thyroid, 247 proteins were regulated at only one activity level, including 54, 112, 47 and 34 proteins identified in the 0.5, 5, 50 and 500 kBq groups, respectively (S1B Table). Furthermore, 133 proteins were regulated at all activity levels (Table 1). Of the 273 proteins differentially regulated in plasma, 164 were only found at one activity level (S1C Table) (47, 19, 50 and 48 proteins were regulated in the 0.5, 5, 50 and 500 kBq groups, respectively) and two proteins (TMSB4X and SPP1) were regulated at all activity levels (Table 1).

**Table 1:** Proteins in thyroid tissue with differential expression levels above or below 1.5 for all activity groups (0.5, 5, 50 and 500 kBq) (totally 133 proteins). The 20 most abundant proteins for each activity group are marked in grey. Eight of these proteins were present in all four groups (ARF3, DLD, IKBKB, KTR4, NONO, RAB6A, RPN2 and SLC25A5). For the majority of proteins, the expression levels were ether increased or decreased for all activity levels.

Proteins found in thyroid tissue with significant expression levels for all four groups	0.5 kBq	5 kBq	50 kBq	500 kBq
AARS	1.97	1.55	1.79	1.90
ABHD14B	3.54	2.67	2.24	2.77
ACADL	1.99	2.49	1.96	1.56
ACADM	1.89	2.12	1.81	1.67
ACADS	2.43	1.98	2.43	2.14
ACADVL	1.55	2.00	1.79	1.86
ACLY	4.00	2.88	3.26	2.26
ACO2	2.14	1.68	2.71	2.10
ALDH2	2.98	2.36	2.97	4.00
ALDH3A2	2.84	1.73	3.19	2.30
ALDH5A1	2.53	2.79	2.42	2.49
ALDH6A1	1.72	1.75	1.73	2.24
ALDH9A1	2.59	2.34	2.52	2.25
APMAP	3.13	1.52	2.42	2.79
APOE	-1.94	-1.65	-1.73	-1.60
APRT	1.75	1.99	1.59	1.98
ARCN1	2.01	1.55	1.76	2.01
ARF3	4.57	2.86	3.66	3.91
ARPC2	2.45	1.54	2.25	2.04
ATP2A1	3.45	2.31	3.00	2.71
ATP5A1	1.98	2.32	2.70	2.49
BST2	-1.76	-1.67	-1.53	-1.55
CAP1	2.7	1.82	1.79	2.40
CASQ1	-2.19	-1.61	-1.62	-1.70
CASQ2	-4.77	-1.56	-1.86	-2.33
CCT3	1.83	1.76	1.90	1.86
CD99L2	-1.75	-1.70	-1.73	-1.52
CDC42	2.52	2.09	2.12	2.14
CDH2	-1.68	-1.83	-1.62	-1.91
CHMP4C	-2.32	-1.54	-1.65	-1.97
CMA1	1.79	1.73	1.62	1.81
COQ6	1.70	2.10	1.67	1.81
CPQ	3.69	1.87	1.92	2.83
CRYL1	2.59	2.22	1.61	2.24
CS	1.73	2.16	1.73	1.82
CSNK2A1	2.24	2.21	2.54	2.20
DDR1	2.61	2.35	1.93	2.57
DECR1	1.65	1.62	1.53	1.91
DHRS4	-3.77	-2.37	-2.26	-2.74
DLAT	2.48	2.53	2.39	2.43
DLD	3.77	2.53	3.64	3.47
DNAJC5	-2.67	-1.79	-1.88	-2.15
DPP3	2.31	2.29	1.80	2.06
DPP7	2.55	1.58	1.78	2.50
DPYSL2	3.11	1.72	1.94	2.56
ECI1	1.94	2.53	1.73	1.77
EEF1A2	2.91	1.78	3.24	2.66
EEF1G	1.93	1.50	1.80	2.03
EEF2	2.05	1.52	1.60	1.83
EEF2K	-1.66	-1.91	-2.66	-2.33
EIF2S1	2.07	1.60	2.11	1.93
EZR	2.60	1.68	2.26	2.36
FABP4	2.33	2.00	1.96	2.07
FASN	3.02	4.31	2.37	1.56
GALM	3.47	1.88	2.91	2.94
GAPDH	2.11	1.78	2.38	2.05
GDI2	3.46	2.58	2.40	2.69
GLUL	2.18	1.64	1.65	1.64
GNAI2	2.11	2.09	1.50	1.87
GOT2	1.56	2.35	2.24	2.46
GPI	1.56	1.73	1.76	1.69
GYPC	-2.15	-1.84	-1.75	-2.70
HADH	2.11	2.30	1.85	1.58
HADHA	2.84	2.17	3.03	2.48
HADHB	2.13	1.77	2.61	1.79
HNRNPA1	3.59	1.82	3.50	3.65
HNRNPM	2.18	2.07	1.66	2.22
IKBKB	4.10	2.89	3.16	3.98
IVD	2.92	2.15	2.46	3.19
KLHL41	1.66	1.64	1.80	1.69
KRT4	-4.27	2.91	4.15	-4.12
LDHA	2.23	2.04	2.43	1.80
MARCKS	-1.75	-1.70	-1.71	-1.56
MCPT1	5.16	1.72	4.56	4.42
MLEC	5.24	2.06	4.68	5.50
MYBPC1	3.07	2.24	3.92	2.93
NAMPT	1.57	1.68	1.51	1.87
NAP1L4	-1.75	-1.62	-1.51	-1.65
NDUFAF4	-2.42	-1.70	-2.14	-2.59
NOL3	-2.64	-2.01	-1.75	-1.78
NONO	4.14	2.63	3.33	3.75
NUDT5	1.74	1.59	1.62	1.61
NUP54	2.09	1.95	1.65	2.17
OXCT1	1.64	2.16	1.57	1.96
PDHB	2.56	3.05	2.45	2.27
PEPD	1.89	1.53	1.55	2.17
PFN1	2.04	1.68	1.74	1.89
PHB2	2.68	2.40	2.86	2.57
PIR	1.96	1.80	1.90	1.89
PKM	2.78	2.31	3.09	1.98
POR	2.41	1.77	2.03	2.10
PRDX3	1.80	2.30	1.55	1.75
PRPSAP2	2.58	2.21	2.26	2.25
PSMA2	1.60	1.82	1.52	1.80
PSMA4	2.84	2.50	2.55	2.74
PSMA7	1.79	1.57	1.57	1.78
PSMB3	2.45	2.07	2.32	2.65
PSMB4	2.55	2.11	2.31	2.51
PTGR1	2.98	2.15	2.17	3.07
PYGM	2.90	1.61	3.93	2.11
QDPR	1.90	1.83	1.75	1.74
RAB11B	2.30	2.17	1.98	2.03
RAB18	1.92	1.60	1.71	1.61
RAB2A	3.43	2.14	3.56	3.04
RAB6A	3.69	2.42	3.26	3.06
RAC1	2.41	2.15	2.04	2.15
RAN	2.70	1.71	2.83	2.27
RAP1A	2.27	1.81	1.83	2.22
RPL11	2.20	1.55	1.93	2.16
RPL3	4.75	1.70	3.92	3.55
RPL9	3.94	2.02	4.02	3.17
RPN2	5.12	4.03	4.01	4.17
RT1-BB	2.22	1.52	2.17	1.75
SAE1	-2.10	-1.86	-2.11	-2.37
SCN1B	-2.58	-1.91	-1.51	-2.06
SEC11A	3.87	2.14	3.41	3.23
SELENBP1	2.81	1.86	2.03	2.61
SEPT2	2.82	2.03	2.37	2.87
SEPT7	2.29	1.52	2.04	2.18
SLC25A5	6.68	2.46	5.05	5.55
SORBS2	1.92	1.64	2.06	1.76
SPTBN2	2.30	2.22	1.56	2.15
SRPRB	2.22	2.20	1.61	2.02
TKT	3.57	2.73	2.90	2.43
TMED10	3.08	1.98	2.18	2.98
TMED2	2.73	1.77	2.29	2.59
TNNI2	-2.08	-1.56	-1.51	-1.78
TOR1AIP1	-1.85	-1.98	-1.84	-1.50
TPM2	-2.81	-1.53	-1.68	-1.99
TUFM	1.93	1.72	1.99	2.05
UQCRC2	1.88	2.46	2.17	2.05
VDAC1	1.70	1.57	2.18	1.94
YBX3	-2.13	-2.02	-1.50	-1.93
**Proteins in plasma with significant expression levels for all four groups**	**0.5 kBq**	**5 kBq**	**50 kBq**	**500 kBq**
TMSB4X	-2.30	1.62	-1.73	1.51
SPP1	1.65	1.89	-2.02	1.57

### Commonly detected proteins in thyroid tissue and plasma

Interestingly, 63 proteins were commonly regulated in both thyroid and plasma for the same group (Table 2). The majority of the differentially regulated proteins were found in the 500 kBq and 0.5 kBq groups and were, in general, either over- or underexpressed in both thyroid and plasma samples, irrespective of administered activity. A number of proteins were identified with similar expression patterns in both thyroid and plasma, including 20 proteins in the 0.5 kBq group, (overexpression: ACO2, ALDH2, APRT, 12CA1, CA2, EEF1a1, GPNMB, H1f0, HIST1h4b, LGALS5, PEPD, PSMA4, PSMB3, and TG; underexpression: BASP1, BID, BIN2, CLIP2, RT1-AW2 and TPM4), five proteins in the 5 kBq group (overexpression: DPP7 and PRDX2; underexpression: BASP1, CRYAB and S100A6), 13 proteins in the 50 kBq group (overexpression: ACLY, ALDH2, FASN, GDA, GDI2, GPDI, PEPD, PSMB3, PSMB4 and RAN; underexpression: HRSPI2, PVALB and SMPX), and 15 proteins in the 500 kBq group (overexpression: ALDH2, COMP, ESYT1, HSP90ab1, PDIA4, PSMA4, PSMB3 and TSMB4X; underexpression: APOC1, BASP1, CRSP3, DBI, LGALS1, MB and MCAM).

**Table 2:** Expression of statistically significant regulated proteins in both thyroid and plasma. The figure displays all 63 proteins that were statistically significantly regulated in both thyroid tissue and plasma for the same activity level (0.5, 5, 50 or 500 kBq) nine months after ^131^I injection. The fold change cut-off was set to ±1.5. A positive or negative fold change is represented by + and–, respectively. If there was a difference between direction of regulation in thyroid and plasma, the thyroid data is presented first and then the plasma data, separated by /. Associated GO terms are displayed for each protein.

					GO terms							
Proteins	0.5 kBq	5 kBq	50 kBq	500 kBq	Cell cycle and differentiation	Cell communication	Cellular integrity	DNA integrity	Gene expression integrity	Metabolism	Organismic regulation	Stress responses
RT1-AW2	**-**											
BID	**-**											
CLIP2	**-**											
TPM4	**-**											
PFN1	**+/-**											
BIN2	**-**											
GSTP1	**+/-**											
RAB7a	**+/-**											
CAP1	**+/-**											
RAC1	**+/-**											
MCPT1	**+/-**	**+/-**	* *	*+/-*								
BASP1	**-**	**-**	* *	*-*								
SEPT7	**+/-**		* *	* *								
ALDH2	**+**		*+*	*+*								
PEPD	**+**		*+*	* *								
HIST1h4b	**+**		* *	* *								
EEF1a1	**+**		* *	* *								
PSMA4	**+**		* *	*+*								
PSMB3	**+**		*+*	*+*								
H1f0	**+**		* *	* *								
CA2	**+**		* *	* *								
ACO2	**+**		* *	* *								
CA1	**+**		* *	* *								
APRT	**+**		* *	* *								
TG	**+**		* *	* *								
GPNMB	**+**		* *	* *								
MYL3	**-/+**		* *	* *								
LGALS5	**+**		* *	* *								
S100A6		**-**	* *	* *								
CRYAB		**-**	* *	* *								
HSPE1		**-/+**	* *	* *								
PRDX2		**+**	* *	* *								
DPP7		**+**	* *	* *								
PPIF		**-/+**	* *	* *								
CPQ			+/-	+/-								
SMPX			-									
PVALB			-									
ATP5a1			+/-									
HRSP12			-									
MDH2			+/-									
GPD1			+									
PSMB4			+									
FASN			+									
RAN			+									
GDI2			+									
GDA			+									
ACLY			+									
FABP4				+/-								
CSRP3				-								
LGALS1				-								
SELENBP1				+/-								
DBI				-								
MB				-								
GOT1				+/-								
MCAM				-								
APOC1				-								
TMSB4X				+								
COMP				+								
TPM2				-/+								
HSP90ab1				+								
PDIA4				+								
MYL1				-/+								
ESYT1				+								

### Exposure-related candidate biomarkers

Potential biomarkers for ^131^I exposure, irrespective of injected ^131^I activity, were selected from the transcriptomic and proteomic data as having a uniform increase or decrease in expression levels in all four groups. 

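The log2 signal of Afp was -4.34 ± 0.27 (SD, n = 4) in controls, and 4 of the 4 control arrays were well above background. It was -8.47 ± 0.32 (SD, n = 4) at 0.5 kBq, -9.14 ± 0.40 (SD, n = 3) at 5 kBq and -8.83 ± 0.35 (SD, n = 4) at 50 kBq, where 0 arrays were well above background. The signal was therefore at least 8.49-fold, 12.8-fold and 10.1-fold lower than in controls at these activities, with dim arrays set at the lowest signal called well above background. All 11 of these arrays lay below all 4 controls (two-sided exact permutation test, p = 0.0286 at each activity, the smallest the design allows). At 500 kBq the log2 signal was -7.22 ± 1.75 (SD, n = 4), with replicate 1 at -4.61 within the range of the controls and the other 3 arrays between -8.39 and -7.89 (exact permutation test, p = 0.0571). Among untreated controls of other ages, Afp was well above background on 1 of 4 arrays at 4 months, 0 of 3 at 7 months and 0 of 3 at 13 months. The lower Afp in exposed rats therefore rests on the level of this control group.

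For RT1-Bb the log2 signal was -1.27 ± 4.47 (SD, n = 4) in controls, where replicate 4 lay at -7.93, not well above background, and the other 3 controls lay between 0.29 and 1.48. It was 1.92 ± 0.84 (SD, n = 4) at 0.5 kBq, 2.08 ± 0.11 (SD, n = 3) at 5 kBq, 1.51 ± 0.50 (SD, n = 4) at 50 kBq and 1.59 ± 0.64 (SD, n = 4) at 500 kBq. The log2 fold change was 3.19, 3.35, 2.78 and 2.86 in the order of activity, with standard errors of 1.42, 1.53, 1.42 and 1.42. All 3 arrays at 5 kBq, between 2.01 and 2.20, lay above all 4 controls, as did 3 of 4 arrays at 0.5 kBq, 2 of 4 at 50 kBq and 2 of 4 at 500 kBq. The exact permutation test of the difference in means, in which the dim control weighs heavily, gave a two-sided p of 0.0857, 0.200, 0.114 and 0.143. Without control replicate 4 the log2 fold changes were 0.97, 1.13, 0.56 and 0.64. The paper selects transcripts with a uniform increase or decrease in all 4 groups as potential biomarkers of exposure.

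**Figure D2:**
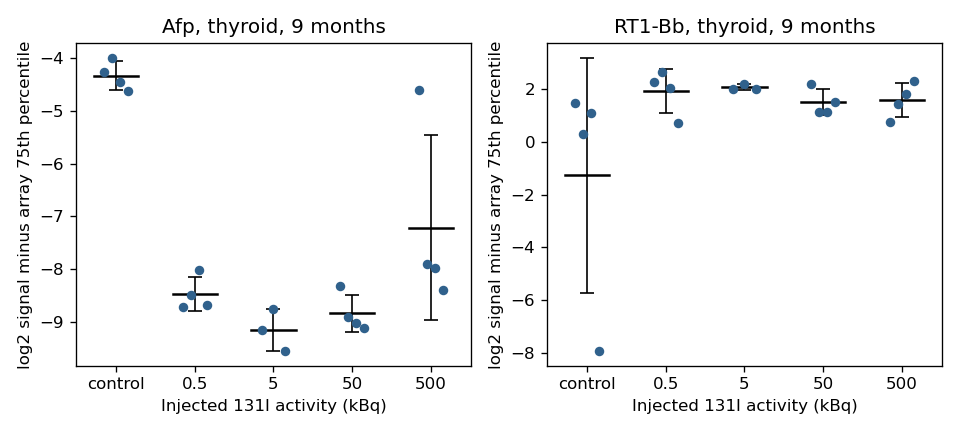
Log2 signal of Afp (left) and RT1-Bb (right) relative to the 75th percentile of the array, against the injected activity in kBq. Points are single arrays, lines are group means and bars are 1 SD; Afp replicate 1 at 500 kBq (-4.61) and RT1-Bb control replicate 4 (-7.93) lie apart from their groups.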

In thyroid tissue, the *Afp* and *RT1-Bb* transcripts were commonly regulated in all four groups, where *Afp* expression was consistently down-regulated and *RT1-Bb* up-regulated, but with no clear activity-related response (Fig 2A).

The majority of the 133 differentially regulated proteins identified in thyroid tissue had a uniform increase or decrease in protein expression level in the four groups, and are thus candidates for exposure related biomarkers useful to determinate if an individual is exposed or not, irrespective of dose (Table 1). Seven proteins found in thyroid tissue (ARF3, DLD, IKBKB, NONO, RAB6A, RPN2, and SLC25A5) had elevated expression level with fold change > 2.0 (Fig 2B). No protein with homogenous expression levels was obtained in all four groups for plasma.

For the three groups with the lowest activities (0.5–50 kBq), six proteins found in thyroid tissue (AGMN, APOD, CAPZA2, GSTZ1, FAM213A, RBM20) and five proteins in plasma (CYP27B1, DSG4, RRAS, TAOK3, TGM3) were identified as potential exposure biomarkers (S2 Table). 

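Ankrd2 (probe A_44_P262593) was well above background on all 19 arrays. Its log2 signal was -0.31 ± 0.76 (SD, n = 4) in controls, -2.02 ± 0.64 (SD, n = 4) at 0.5 kBq, -2.76 ± 1.58 (SD, n = 3) at 5 kBq, -2.61 ± 0.25 (SD, n = 4) at 50 kBq and -2.71 ± 1.64 (SD, n = 4) at 500 kBq. The log2 fold change was -2.45 at 5 kBq, -2.30 at 50 kBq and -2.41 at 500 kBq (standard errors 0.77, 0.72 and 0.72), and it was -1.71 (standard error 0.72) at 0.5 kBq. All exposed arrays lay below all controls at 0.5 and 50 kBq (two-sided exact permutation test, p = 0.0286 for both), and the ranges overlapped at 5 and 500 kBq (exact permutation p = 0.0571 for both). The limma p adjusted over the list alone was 0.0259, 0.0258 and 0.0236 at 5, 50 and 500 kBq, and adjusted over all probes it was 0.817, 0.99987 and 0.99984.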

The corresponding candidate biomarkers for the intermediate activity groups (5–500 kBq) in thyroid included one transcript (*Ankrd2*) and 31 proteins found in thyroid tissue (AKR1A1, APOA2, ARMC10, ATP6V1B2, CCT2, CDNF, DSTN, GATC, HBA1, Haemoglobin subunit beta-2, HSDL2, IL1RAP, IRGC, KNG1, KRT13, KRT15, LXN, MAPK3, MUSTN1, NRADD, PARVA, PYURF, RPL18, SEPT8, SLC3A2, SVIP, TNNI1, UPF0729 protein C18orf32 homolog, USMG5, VAT1, VCP) (S2 Table). The corresponding candidate biomarkers for the groups with the highest activities (50–500 kBq) included one thyroid transcript (*Cd300lg*), eleven protein found in thyroid tissue (BLOC1S2, CALCOCO1, COMP, Ester hydrolase C11orf54 homolog, GMFB, HBB, IDH2, LDHB, NDUFS2, PSMC2, YBX1) and eleven proteins in plasma (ATRN, CHGA, CPQ, CTBS, CYCS, ESYT1, F7, LTA4H, PF4, PVALB, SMPX) (S3 Table).

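Cd300lg (probe A_64_P032951) had a log2 signal of -2.53 ± 2.39 (SD, n = 4) in controls, with values between -5.04 and -0.35. The log2 signal was -3.92 ± 2.79 (SD, n = 4) at 0.5 kBq, -2.25 ± 2.25 (SD, n = 3) at 5 kBq, -0.13 ± 1.13 (SD, n = 4) at 50 kBq and -0.63 ± 0.64 (SD, n = 4) at 500 kBq. The log2 fold change was 2.40 at 50 kBq and 1.89 at 500 kBq, each with a standard error of 1.32 (two-sided exact permutation test, p = 0.143 and 0.286). Without control replicate 3 it was 1.56 and 1.05. A second probe of the gene, A_64_P042742, had log2 fold changes of 1.16 and 0.77 (standard error 0.45, exact permutation p = 0.114 and 0.171).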

### Dose-related candidate biomarkers

To identify dose-related biomarkers, we analysed common transcripts or proteins with a monotonic dose-response relationship (either increasing or decreasing expression levels for all groups) in all four or in three of the groups (0.5–50 kBq and 5–500 kBq). 

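The fold changes of a transcript were called monotonic when it passed the cut-offs at every activity concerned and its log2 fold change rose or fell at each step of activity. Because 0 transcripts passed the cut-offs at any activity, this count could only be 0, for all 4 activities and for 3 neighbouring ones, and it does not test for a dose response. Without replicate 1 of the 500 kBq group, 1 transcript, Afp, passed the cut-offs and was monotonic over 3 neighbouring activities, with log2 fold changes of -4.80, -4.49 and -3.74 at 5, 50 and 500 kBq, values that depend on the background signal. A trend was also fitted in limma as the slope on log10 of the injected activity over the 15 exposed arrays, without the controls. Of 23116 probes tested, 0 had an adjusted p below 0.01, and 511 had an unadjusted p under 0.05, where 1155.8 would be found by chance. The smallest adjusted p for the trend was 0.99999. With each exposed array left out in turn, the trend count stayed at 0.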

No differentially regulated transcripts with dose-response features were found in the transcriptome analysis of rat thyroid tissue. In contrast, the LDHA and APRT proteins were significantly overexpressed for all four groups in a dose-dependent manner in the proteomic analysis of thyroid tissue (Fig 3). Furthermore, seven dose-related proteins were identified in three of the groups (0.5–50 kBq or 5–500 kBq). For the three highest activities (5–500 kBq), two proteins with underexpression (NOL3 and YBX3) and two proteins with overexpression, (SCL3A2 and DSTN) were identified. For the three lowest activities (0.5–50 kBq) AGRN was underexpressed, while two proteins were overexpressed (MYBPC3 and HADHA). In plasma, the TGM3 and DSG4 proteins were overexpressed in a dose-dependent manner for the three lowest activities (0.5–50 kBq).

**Fig 3:**
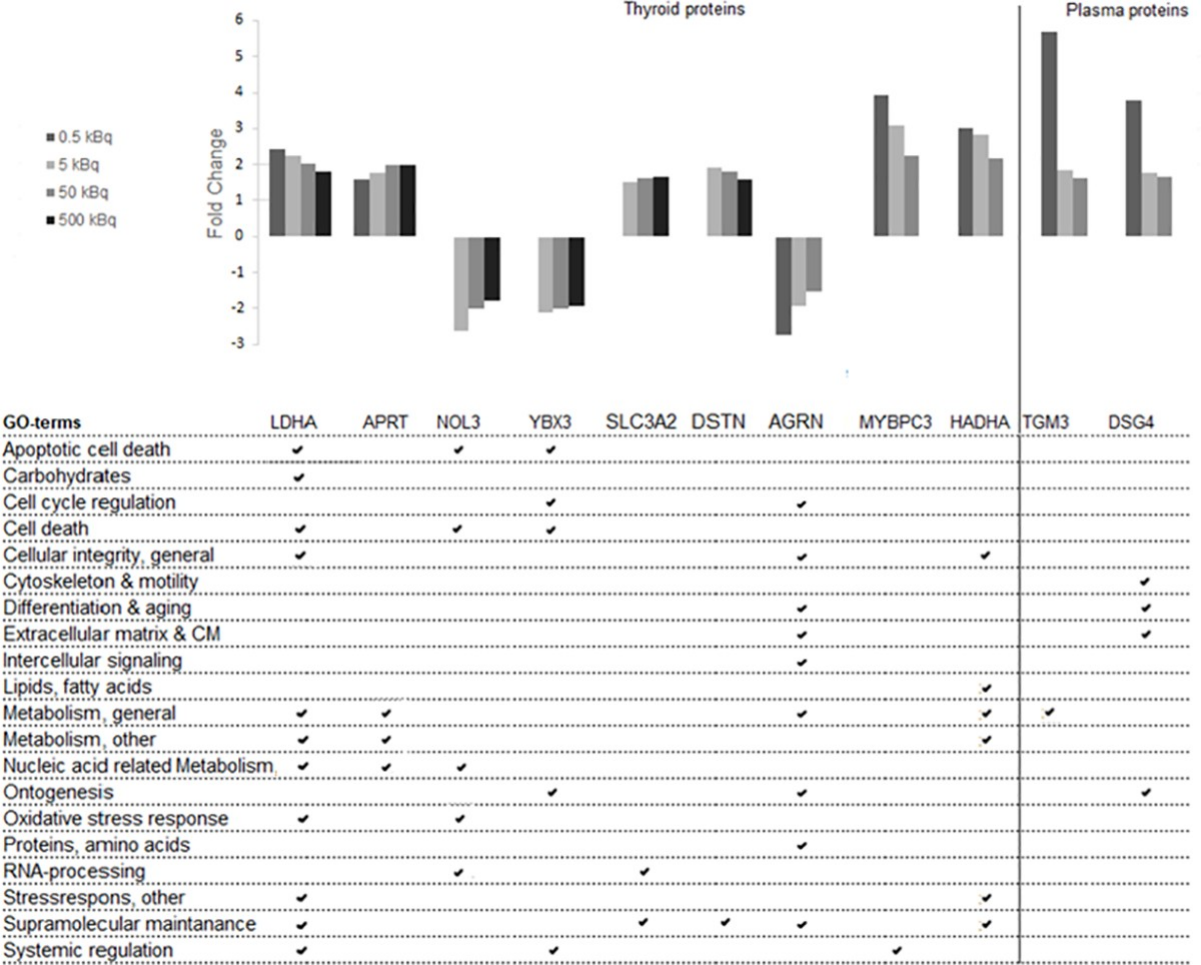
Regulated dose-related candidate biomarker proteins from thyroid and plasma, and their related GO terms. Protein candidate biomarkers with dose-related response for at least three of the test groups are presented. Nine proteins were found in thyroid tissue and two proteins in plasma.

### Genes/proteins associated with thyroid function and thyroid cancer in thyroid tissue and plasma

The Human Protein Atlas database was used to identify regulated genes and proteins associated with thyroid function or thyroid cancer (Table 3). In thyroid tissue, five genes were found (*Bhlhe41* (5 kBq), *Calca* (0.5 kBq), *Calcb* (0.5 and 500 kBq), *Dio2* (5 kBq), *Krt7* (500kBq). 

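Bhlhe41 had no probe matched to its symbol, and no value is given for it. Calca (probe A_64_P018761) had a log2 signal of 8.02 ± 0.30 (SD, n = 4) in controls and 6.72 ± 1.11 (SD, n = 4) at 0.5 kBq, a log2 fold change of -1.30 (standard error 0.64, two-sided exact permutation p = 0.0571), which was -0.78 without replicate 4 of the group. A second probe of Calca, A_64_P018766, had a log2 fold change of -2.05 (standard error 1.06) at 0.5 kBq. At 500 kBq probe A_64_P018761 had a log2 fold change of -1.74 (standard error 0.64), and all 4 exposed arrays lay below all controls (exact permutation p = 0.0286). It was -0.93 without replicate 2 of that group. The second probe had -2.47 at 500 kBq (standard error 1.06, exact permutation p = 0.0857). For Calcb (A_64_P018781) the log2 fold change was -2.06 at 0.5 kBq and -2.51 at 500 kBq, each with a standard error of 1.07 (exact permutation p = 0.114 and 0.0857), and it was -1.24 at 0.5 kBq without replicate 4 of the group and -1.38 at 500 kBq without replicate 2. Its log2 signal was 2.16 ± 1.08 (SD, n = 4) in controls, 0.11 ± 1.90 (SD, n = 4) at 0.5 kBq and -0.34 ± 2.30 (SD, n = 4) at 500 kBq. Dio2 (A_64_P155270) had a log2 signal of -1.31 ± 0.81 (SD, n = 4) in controls and -3.83 ± 1.10 (SD, n = 3) at 5 kBq, and all 3 exposed arrays lay below all controls (log2 fold change -2.52, standard error 0.96, exact permutation p = 0.0286). The log2 fold change of Dio2 was -2.19 at 0.5 kBq, -1.56 at 50 kBq and -1.98 at 500 kBq, and at 50 kBq it was -0.83 without replicate 2 of the group. Krt7 (A_64_P048043) had a log2 signal of -1.09 ± 1.30 (SD, n = 4) in controls and -2.82 ± 1.61 (SD, n = 4) at 500 kBq, a log2 fold change of -1.73 (standard error 0.93, exact permutation p = 0.143). Over all probes, the limma adjusted p of these genes was between 0.817 and 0.99998 at the activities given.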

In thyroid tissue, seven proteins (ACADL (all groups), CLIP2 (0.5 and 500 kBq), SORBS2 (all groups), BCL2 (0.5 kBq group), CALCA (500 kBq group), TG (0.5–5 kBq), and TPO (5 and 500 kBq)) were detected. In plasma, four proteins were found (CLIP2 (0.5 and 50 kBq), CYP27B1 (0.5–50 kBq), PLCB4 (0.5 and 50 kBq), and TG (0.5 and 500 kBq)).

**Table 3:** Genes/proteins associated with thyroid function and thyroid cancer for all groups in thyroid tissue and plasma in young rats injected with 0.5–500 kBq ^131^I. The fold change for each transcript/protein is presented in parenthesis.

Thyroid function and thyroid cancer associated genes/proteins				
	0.5 kBq	5 kBq	50 kBq	500 kBq
Thyroid transcripts				
	*Calca* (-1.81)	*Bhlhe41* (-1.65)		*Krt7* (-4,76)
	*Calcb* (-1.87)	*Dio2* (-2.22)		*Calcb* (-2.24)
Proteins found in thyroid tissue				
	ACADL (1.96)	ACADL (1.99)	ACADL (2.49)	ACADL (1.56)
	CLIP2 (-1.58)			CLIP2 (-1.51)
	SORBS2 (2.06)	SORBS2 (1.92)	SORBS2 (1.64)	SORBS2 (1.76)
	TG (2.03)	TG (2.66)		
		TPO (2.38)		TPO (1.71)
	BCL2 (-1.64)			CALCA (-2.18)
Plasma proteins				
	CLIP2 (-1.91)		CLIP2 (-1.72)	
	CYP27B1 (1.68)	CYP27B1 (1.55)	CYP27B1 (1.57)	
	PLCB4 (2.08)		PLCB4 (1.96)	
	TG (2.32)			TG (3.17)

### Validation of methods and histological evaluation of thyroid samples

The validation of microarray data using RT-qPCR on extracted thyroid mRNA for the *Slc25a5* gene revealed a correlation (R2 = 0.52). 

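On the arrays, Slc25a5 (probe A_64_P313659) was among the bright transcripts, with a processed signal between 46709 and 115938 over the 19 arrays. Its log2 signal relative to the 75th percentile of the array ranged from 4.17 to 5.81, a range of 1.65 log2 units. It was 5.23 ± 0.10 (SD, n = 4) in controls, 5.23 ± 0.30 (SD, n = 4) at 0.5 kBq, 4.92 ± 0.45 (SD, n = 3) at 5 kBq, 5.19 ± 0.42 (SD, n = 4) at 50 kBq and 5.18 ± 0.71 (SD, n = 4) at 500 kBq. The two-sided exact permutation test against controls gave p = 1, 0.286, 0.886 and 0.971 in the order of activity. A second probe of the gene, A_44_P175954, had log2 fold changes of -0.06, 0.07, 0.09 and -0.21 in the order of activity. The RT-qPCR values were not analysed here, so the correlation was not computed.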

(Fig 4). The validation of the LC-MS/MS analysis using ELISA of the DSG4 protein demonstrated a significant correlation (R2 = 0.71) (Fig 4).

**Fig 4:**
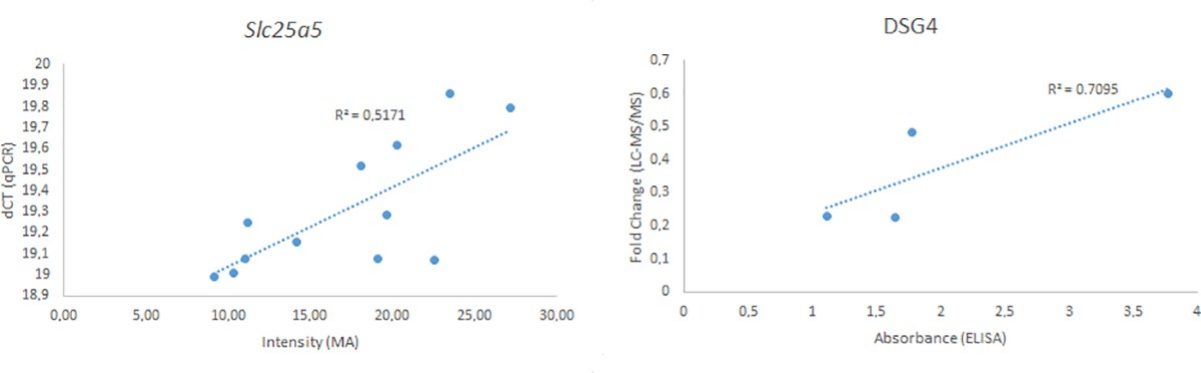
Validation of microarray and LC-MS/MS methods using the Slc25a5 gene (left) and DSG4 protein (right). The intensity from the microarray of the Slc25a5 gene for each animal is displayed against the ΔCT value from the RT-qPCR analysis. The fold change value for the DSG4 protein was plotted against the absorbance from the ELISA analysis. The R2 value was calculated using linear regression.

Three of the sixteen thyroid tissue samples from exposed animals showed in some parts abnormal tissue structures (neoplastic tissue).

### Gene ontology annotations

Enriched biological processes for thyroid transcripts (BioDiscovery Nexus Expression 3.0 analysis) and proteins detected in thyroid and plasma tissues (DAVID functional annotation tool) were categorised into GO terms associated with cellular function and the extent of regulation calculated for each GO term (Fig 5). A clear association with specific GO terms was obtained for the thyroid transcripts and the highest number of associated terms was seen for proteins found in thyroid tissue. Some of the groups differed from the rest, *e*.*g*. proteins found in thyroid tissue were predominantly associated with apoptosis, suggesting cellular damage. However, the main cellular functions were similarly affected for all tissues, with metabolism (nucleic acid-related response) displaying the most pronounced response to ^131^I irradiation. Less pronounced response to irradiation was shown for DNA integrity.

**Fig 5:**
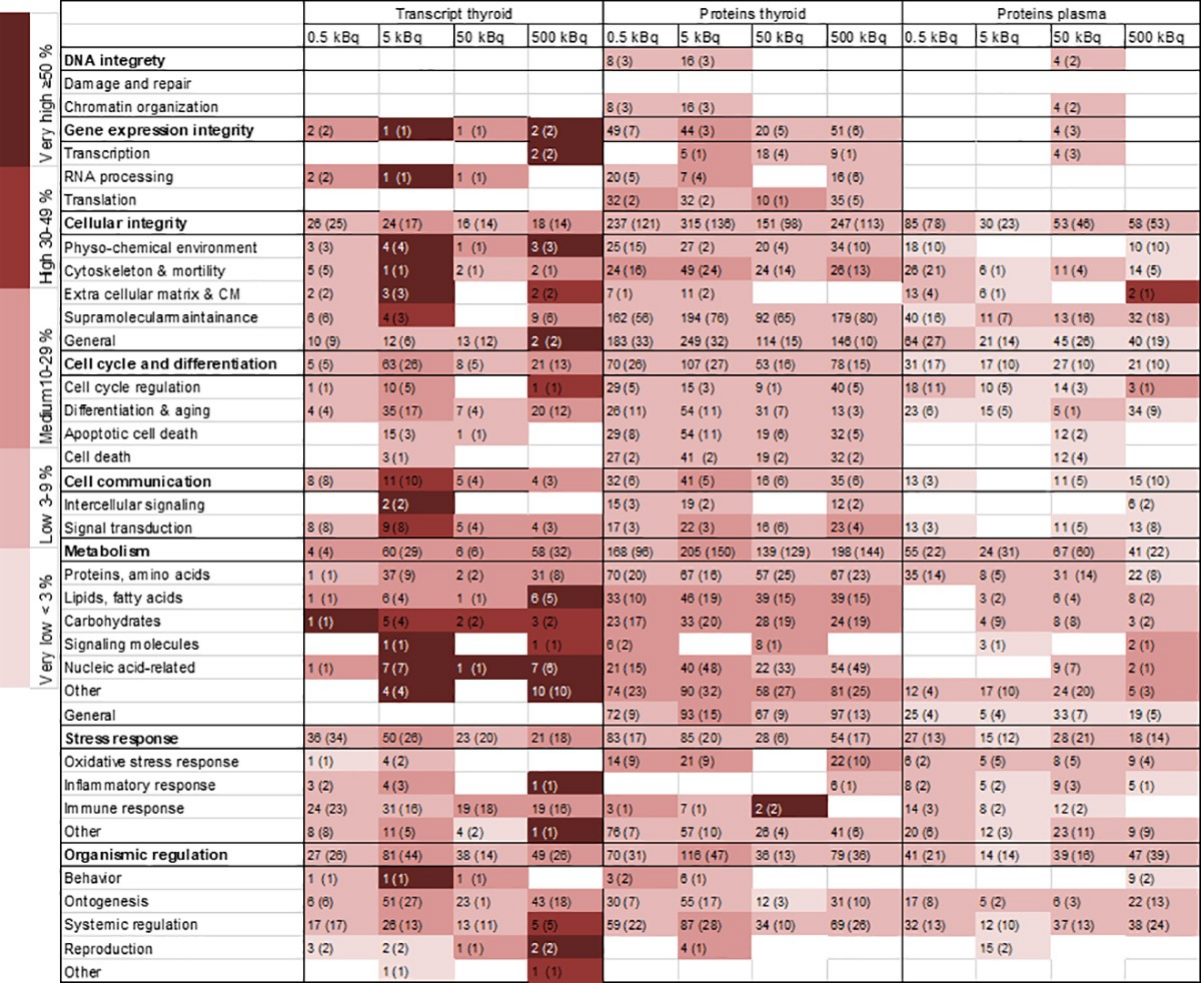
Heat map of enriched biological processes categorised after cellular function for regulated transcripts and proteins in thyroid tissue and plasma. Biological processes were enriched from significantly regulated transcripts/proteins (based on GO terms) and then grouped into categories and subcategories of associated cellular function based on GO ancestor charts (http://geneontology.org). The number of scored transcripts or proteins are displayed, together with the total number of associated GO terms presented in parentheses. The percentage of scored vs. filtered transcripts/proteins, related to each cellular function, is displayed by colour according to the colour bar.

Gene Ontology association analysis was also performed for transcripts and proteins identified as candidate biomarkers. The analysis showed that the *Afp* and *RT1-Bb* exposure-related transcripts were associated with signal transduction, systemic regulation, ontogenesis, lipid metabolism, cellular integrity and reproduction, and cellular integrity and immune response, respectively (Fig 2A). The GO terms associated with the seven exposure-related protein candidates were mainly associated with cellular integrity (general) and supramolecular maintenance (Fig 2B). The associated GO terms for the eleven proteins in thyroid and plasma related to dose were mainly involved in apoptotic cell death, cell death, cellular integrity, metabolism, nucleic acid related metabolism, ontogenesis, supramolecular maintenance and systemic regulation (Fig 3). Furthermore, the majority of the proteins obtained in both thyroid tissue and plasma for the same activity level were involved in cellular integrity and metabolism (Table 2).

IPA was used to analyse canonical pathways, functions and diseases and upstream regulators for transcripts and proteins in thyroid and proteins in plasma. In general, significantly affected canonical signalling pathways, functions and diseases and predicted upstream regulators were predominantly associated with proteins found in thyroid tissue, with pathway activation (z-score ≥2) being most prevalent (Tables 4–6). Pathway activation/inhibition was common for proteins in plasma in the group with the lowest activity (0.5 kBq). The majority of the signalling pathways were only significantly affected in one of the groups (Table 4). Several other signalling pathways were common in two groups, including actin cytoskeleton signalling, B cell receptor signalling and HGF signalling (0.5 and 50 kBq groups), integrin signalling (5 and 50 kBq groups) and calcium signalling (50 and 500 kBq groups). The NRF2-mediated oxidative stress response was common in three groups (5, 50 and 500 kBq). For the biological functions and diseases analyses, the majority of activated functions were seen in the 5 and 50 kBq groups and the total number of associated functions was similar for two groups (Table 5). Few up-stream regulators were significantly regulated, with only one or two for each group. Only the PPARG was identified as an up-stream regulator in all four groups (Table 6).

**Table 4:** Predicted canonical signalling pathways affected in rat thyroid and plasma after exposure to low doses of ^131^I. All analyses were performed for all twelve samples and the only obtained canonical signalling pathway for transcripts was “Dopamine Receptor Signalling” for the 0.5 kBq group. The direction of regulation of each target molecule is marked by **bold** for increased expression and underscore for decreased expression.

Ingenuity Canonical Pathway	p	z	Target molecules in dataset		
**0.5 kBq** **Proteomics (Thyroid Tissue)**					
Actin Cytoskeleton Signaling	7.9·10^–4^	2.2	MYL2,MYLK2,**MYH7**,**VCL**,MYL3,ACTN1		
**Proteomics (Plasma)**					
B Cell Receptor Signaling	1.5·10^–3^	-2.4	RAP1B, RAP2B, CFL1,RRAS, RAC1, LYN		
Fc Epsilon RI Signaling	8.9·10^–3^	-2.0	RRAS, RAC1,LYN, PRKCA		
HGF Signaling	8.9·10^–3^	-2.0	RAP1B, RRAS, RAC1,PRKCA		
**5 kBq**					
**Proteomics (Thyroid Tissue)**					
NRF2-mediated Oxidative Stress Response	3.2·10^–4^	2.6	**AKR7A2**,**GSTA3**,**PPIB**,**PRDX1**,HSPB8,**DNAJC3**,**KRAS**,**AKR1A1**,DNAJC5, **DNAJB11**,**MAPK3**,**CAT**,**VCP**,ACTC1,**GSTP1**		
Integrin Signaling	1.1·10^–3^	2.1	**ACTR2**,**PARVA**,**PFN1**,MYL2,**RALB**,**RAC1**,**KRAS**,**GSN**,**RAP1A**,**ARF3**, **ARPC2**,**MAPK3**,ARF4,**ITGB4**,ACTC1		
β-Adrenergic Signaling	3.5·10^–2^	2.2	**GNAI2**,**PYGM**,**MAPK3**,**RACK1**,**PYGB**,**KRAS**		
**50 kBq** **Proteomics (Thyroid Tissue)**					
Integrin Signaling	7.4·10^–5^	2.1	**IKBKB**,**CSNK2A1**,**MAPK1**,**MAPK3**,**RAC1**,**KRAS**,**DDR1**		
Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes	6.5·10^–5^	2.8	**PARVA**,**PFN1**,**MAPK1**,**ARF3**,**ARPC2**,**MAPK3**,**ACTB**,WASL,**RAC1**,**CRK**, **KRAS**,**RAP1A**		
Renal Cell Carcinoma Signaling	1.5·10^–4^	2.4	**GNAI2**,**MAPK1**,**EZR**,**ACTB**,WASL,**RAC1**,**CRK**,**RAP1A**		
Calcium Signaling	8.5·10^–4^	2.2	TNNI2,**MAPK1**,**MAPK3**,CASQ1,TNNI1,**RAP1A**,TPM2,CASQ2,**ATP2A1**		
Signaling by Rho Family GTPases	8.7·10^–4^	2.5	**MAPK1**,**MAPK3**,**RAC1**,**KRAS**,**DDR1**		
Ephrin Receptor Signaling	1.1·10^–3^	2.3	**AKR1A1**,**SOD2**,DNAJC5,**MAPK1**,**MAPK3**,**ACTB**,**VCP**,**KRAS**		
PTEN Signaling	1.6·10^–3^	-2.6	**GNAI2**,**PYGM**,**MAPK1**,**MAPK3**,**KRAS**		
Actin Cytoskeleton Signaling	1.6·10^–3^	3.0	**IKBKB**,**MAPK1**,**MAPK3**,**RAC1**,**KRAS**		
RhoA Signaling	1.7·10^–3^	2.6	**CSNK2A1**,**MAPK1**,**MAPK3**,**CRK**,**KRAS**		
NGF Signaling	1.7·10^–3^	2.6	**MAPK1**,**MAPK3**,**RAC1**,**KRAS**,**RAP1A**		
STAT3 Pathway	4.2·10^–3^	2.2	**GNAI2**,**MAPK1**,**MAPK3**,CASQ1,**RAC1**		
Paxillin Signaling	6.2·10^–3^	2.4	**MAPK1**,**ARPC2**,**MAPK3**,**RAC1**,**KRAS**		
NRF2-mediated Oxidative Stress Response	6.8·10^–3^	2.2	**GNAI2**,**MAPK1**,**MAPK3**,**RAC1**,**KRAS**		
β-Adrenergic Signaling	8.5·10^–3^	2.2	**IKBKB**, CDH2,**MAPK1**,**MAPK3**,**KRAS**		
fMLP Signaling in Neutrophils	8.5·10^–3^	2.4	**GNAI2**,**MAPK1**,**ARPC2**, **MAPK3**,WASL,**RAC1**,**CRK**,**KRAS**,**RAP1A**		
LPS-stimulated MAPK Signaling	8.9·10^–3^	2.2	**MAPK1**,**MAPK3**,**RAC1**,**CRK**,**KRAS**,**FH**,**RAP1A**		
Leukocyte Extravasation Signaling	1.0·10^–2^	2.1	**PARVA**, **MAPK1**,**ACTB**, **RAC1**, **CRK**, **KRAS**		
PDGF Signaling	1.1·10^–2^	2.2	**GNAI2**,**MAPK1**,**ARPC2**,**MAPK3**,**RAC1**,**KRAS**		
PKθ Signaling in T Lymphocytes	1.1·10^–2^	2.4	**IKBKB**,**MAPK1**,**MAPK3**,**RAC1**,**KRAS**		
p70S6K Signaling	1.3·10^–2^	2.4	**GNAI2**,**MAPK1**,**EEF2**,**MAPK3**,**KRAS**, EEF2K		
HGF Signaling	2.8·10^–2^	2.2	**GNAI2**,**MAPK1**,**MAPK3**,**RAC1**, **CRK**, **KRAS**		
Sphingosine-1-phosphate Signaling	2.9·10^–2^	2.2	**GNAI2**,**IKBKB**, **MAPK1**,**MAPK3**,**KRAS**		
Rac Signaling	2.9·10^–2^	2.2	I**KBKB**,**MAPK1**,**MAPK3**,**RAC1**,**KRAS**,**RAP1A**		
CXCR4 Signaling	3.4·10^–2^	2.4	**GNAI2**,**SEPT8**,CDH2,**MAPK1**,**ARPC2**,**EZR**,**MAPK3**,**ACTB**,**SEPT7**,**RAC1**, **SEPT2**		
GNRH Signaling	4.1·10^–2^	2.2	**SEPT8**,**PFN1**,**ARPC2**,**EZR**,**ACTB**,**SEPT7**,**SEPT2**		
Gα12/13 Signaling	4.1·10^–2^	2.2	**IKBKB**,**MAPK1**,**MAPK3**,**RAC1**,**CRK**,**KRAS**,**RAP1A**		
Role of NFAT in Regulation of the Immune Response	4.3·10^–2^	2.4	**MAPK1**,**RAB11B**,**ARPC2**,**EZR**,**MAPK3**,**ACTB**,**RAC1**,**CRK**		
B Cell Receptor Signaling	4.7·10^–2^	2.4	KNG1,**PFN1**,**MAPK1**,**ARPC2**,**EZR**,**MAPK3**,**ACTB**,**RAC1**,**CRK**,**KRAS**		
**500kBq** **Proteomics (Thyroid Tissue)**					
Calcium Signaling	1.9·10^–6^	2.1	TNNI2,MYL2,CHP1,**PRKAR2A**, TPM1,TPM2,**RAP1A**,MYL1,**ATP2A1**, PPP3R1,**MAPK3**,CASQ1,TNNI1,CASQ2,MYL3,**CAMK2G**		
NRF2-mediated Oxidative Stress Response	3.1·10^–2^	2.2	**AKR7A2**,**AKR1A1**,DNAJC5,**PPIB**,**MAPK3**,**CAT**,**VCP**,**DNAJC3**,**GSTP1**		

**Table 5:** Diseases or functions annotation of thyroid and plasma using IPA. Four, six, six and one diseases or functions were seen for 0.5, 5, 50 and 500 kBq groups, respectively. All diseases or functions were activated except for “fatty acid metabolism” and “apoptosis”. All but three diseases or functions, “fatty acid metabolism”, “neuronal cell death” and “apoptosis” were obtained in the thyroid proteomic analysis. The direction of regulation of each target molecule is marked by **bold** for increased expression and underscore for decreased expression.

Diseases or Functions Annotation	P	z	Target molecules in dataset
**0.5 kBq** **Proteomics (Thyroid Tissue)**			
differentiation of connective tissue cells	1.3·10^–3^	2.2	BCL2,**CA2**,**CEBPA**,NUCB2,**POR**,**RACK1**
**Proteomics (Plasma)**			
fatty acid metabolism	1.0·10^–3^	-2.2	**CEACAM1**,FABP1,GNAI3,LYN,**PAM**,RAC1,RGN
neuronal cell death	2.7·10^–2^	2.2	**A2M**,ILK,**NPM1**,**SRC**,**TGM1**,YWHAB
**5 kBq** **Proteomics (Thyroid Tissue)**			
metabolism of protein	9.7·10^–10^	2.4	**ACY1**,**AMBP**,Apoc1,APOE,**CMA1**,**CPQ**,**CTSC**, **CTSD**,**DDX39B**,**DPP3**,**DPP7**,**EEF2**,**EIF2S1**, EIF4EBP1,**GAPDH**,**GSN**,**H2AFZ**,**HSPA5**,HSPB8, Kng1/Kng1l1,**MAPK3**,PAM,**RACK1**,**RPL10A**, **Rps3a1**,**TPP1**,UCHL1
synthesis of protein	6.1·10^–5^	2.0	**DDX39B,EEF2**,**EIF2S1**,EIF4EBP1,**GSN**,**H2AFZ**, **HSPA5**,HSPB8,**MAPK3**,**RACK1**,**RPL10A**,**Rps3a1**
proliferation of cells	7.1·10^–4^	2.2	ADA,ADK,AKAP12,APOE,**CAT**,**Cdc42**,CDH2, **CMA1**,**COL1A1**,CRYAB,**CST3**,**CTNNB1**,DCN, **DPYSL2**,EIF4EBP1,**EZR**,**FABP4**,GAP43,**GLUL**, **GNAI2**,GRN, **IKBKB**, KNG1,Kng1/Kng1l1,**KRAS**, **Ldha/RGD1562690**,LGALS1,LUM,**MAPK3**, **NAMPT**,NDRG2,NDUFAF4,NOL3,**PLG**,**POR**,**PPT1**,**PRDX3**,**RAC1**,**Rps3a1**,S100A4,SERPINH1, **STMN1**,**TF**,Tpm2,TPT1
cell death of muscle cells	8.7·10^–4^	2.4	CRYAB,**CTNNB1**,**EEF1A1**,**GAPDH**,HSPB1, HSPB6,HSPB8,HSPE1,**KRAS**, **NAMPT**, NOL3, **RAC1**
cell death of cardiomyocytes	1.2·10^–3^	2.0	CRYAB,**GAPDH**,HSPB1,HSPB6,HSPB8,HSPE1, **KRAS**,**NAMPT**,NOL3
**Proteomics (Plasma)**			
apoptosis	3.6·10^–5^	-2.2	CRYAB,**SPP1**,**PPIF**,RRAS,ANXA1,**HSPE1**,RTN4,**OSMR**,CTH,**PRDX2**
**50 kBq** **Proteomics (Thyroid Tissue)**			

metabolism of protein	1.2·10^–4^	2.2	APOE,**CMA1**,**CPQ**,**DPP3**,**DPP7**,**EEF2**,**EIF2S1**, **GAPDH**,**MAPK1**,**MAPK3**,**PTH**,RIDA
DNA replication	3.8·10^–3^	2.0	**Cdc42**,Hmgb1,**MAPK1**,**RAC1**
differentiation of cells	4.8·10^–3^	2.4	AGRN,**CAPZB**,**Cdc42**,CDH2,**CRK**,**DDR1**,**DPYSL2**,**GDA**,**GLUL**,Hmgb1,**KRAS**,**MAPK1**,NOL3,**OPA1**, **POR**,**RAC1**
synthesis of protein	4.4·10^–3^	2.2	**EEF2**,**EIF2S1**,**MAPK1**,**MAPK3**,**PTH**,RIDA
differentiation of pheochromocytoma cell lines	1.4·10^–2^	2.2	**CRK**,**DDR1**,**KRAS**,**MAPK1**,**RAC1**
metabolism of DNA	1.6·10^–2^	2.2	**Cdc42**,Hmgb1,**MAPK1**,**PFN1**,**RAC1**
**500 kBq** **Proteomics (Thyroid Tissue)**			
metabolism of protein	6.0·10^–11^	2.1	**ACY1**,**AMBP**,**ANPEP**,Apoc1,APOE,**CAPN2**,CHP1,**CMA1**,**CPQ**,**CTSC**,**CTSD**,**DDX39B**,**DPP3**,**DPP7**, **EEF2**,**EIF2S1**,**GAPDH**,**GSN**,**MAPK3**,PCSK2,**PTH**,**RACK1**,**RPL10A**,**Rps3a1**,**TPP1**,UCHL1

**Table 6:** Upstream regulators for thyroid and plasma using IPA. PPARG was activated in all four groups (0.5–500 kBq) found in thyroid tissue protein analysis. TSC2 was activated for the 0.5 kBq group found in protein analysis of plasma. In the protein analysis of thyroid tissue TNF and NFKB (complex) were inhibited and activated for the 5 and 50 kBq group, respectively. The direction of regulation of each target molecule is marked by **bold** for increased expression and underscore for decreased expression.

Upstream regulators	p	z	Target molecules in dataset
**0.5 kBq** **Proteomics (Thyroid Tissue)**			
PPARG	1.2·10^–7^	3.0	**GSTM5**,**GSTP1**
**Proteomics (Plasma)**			
TSC2	1.1·10^–3^	2.0	**A2M**,**ANXA2**,**CRYAB**,**GPNMB**
**5 kBq** **Proteomics (Thyroid Tissue)**			
PPARG	2.6·10^–6^	3.0	CHGB
TNF	1.6·10^–2^	-2.0	AGRN,APOE,CASQ2,CD59,**COMP**,F3,FABP5,**SOD2**,YBX3
**50 kBq** **Proteomics (Thyroid Tissue)**			
PPARG	4.8·10^–10^	3.1	**FABP5**,**KRT19**,**Ldha/RGD1562690**,**SOD2**
NFkB (complex)	3.6·10^–2^	2.0	COL1A1
**500 kBq** **Proteomics (Thyroid Tissue)**			
PPARG	4.8·10^–7^	3.0	**PTPN11**

## Discussion

In this study, we investigated long-term (9 months) effects of low to medium dose ^131^I exposure on expression patterns in thyroid tissue and plasma collected from young rats. The gene and protein expressions were compared with corresponding data from non-exposed controls of the same batch and age. Then the expression patterns were compared with absorbed dose, and potential relation to thyroid function and cancer were examined for the identified genes and proteins. However, biomarker discovery is not easy as ideal biomarkers must fulfil several criteria. Biomarkers for exposure should give unidirectional differential expression levels, while biomarkers for dose relationships should have monotonic differential expression levels that correlate to absorbed dose. For thyroid function, a biomarker needs to be thyroid-specific and dependent on cellular response. Lastly, tumour biomarkers must be a) detectable at an early stage in cancer development, b) absent in healthy individuals, and c) tumour marker abundance should correlate directly with tumour size [26]. In addition, biomarkers should also ideally be detectable in body fluids, which would simplify sample collection and be less invasive for patients.

In total, we found nine potential exposure-related biomarkers in thyroid (transcripts: *Afp*, *RT1-Bb*, and proteins: ARF3, DLD, IKBKB, NONO, RAB6A, RPN2 and SLC25A5), and eleven differentially expressed dose-related proteins (in thyroid; AGRN, APRT, DSTN, HADHA, LDHA, MYBPC3, NOL3, SLC3A2 and YBX3; in plasma; DSG4 and TGM3). The *Afp* gene had lower expression after ^131^I exposure in thyroid. 

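Within scan dates that held both exposed and control arrays, the log2 difference of Afp was -4.10 at 0.5 kBq (3 exposed and 3 control arrays of scan 1), -4.45 at 5 kBq (1 exposed array of scan 1) and -4.41 at 50 kBq (2 exposed arrays of scan 1). In scan 3, which held 1 control, it was -4.21, -5.08, -4.49 and -3.43 in the order of activity. Because most exposed arrays were at background, the sizes of these differences depend on the background signal.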

*Afp* is highly expressed in foetal liver cells, foetal yolk sac and the gastrointestinal tract [27]. The *Afp gene* is also involved in the regulation of cellular growth and its mRNA has been detected in both human PTC and in normal thyroid [28]. Elevated expression of AFP has been found in radiation-induced hepatocellular carcinomas [29]. 

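A second probe of RT1-Bb, A_64_P043911, had log2 fold changes of 0.18 at 0.5 kBq, 0.005 at 5 kBq, 0.29 at 50 kBq and 0.22 at 500 kBq (standard errors 0.41, 0.45, 0.41 and 0.41). Within scan 1, which held the dim control replicate 4, the log2 difference of probe A_44_P552452 was 4.37 at 0.5 kBq, 4.26 at 5 kBq and 3.92 at 50 kBq. Within scan 3, which held 1 control, it was -0.35, 0.94, 0.06 and 0.37 in the order of activity, from 1, 1, 2 and 1 exposed arrays, too few to give a spread. The 8 other MHC class II genes tested had a median log2 fold change of 0.52, 0.43, 0.35 and 0.37 in the order of activity.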

The *RT1-Bb* gene had higher expression after ^131^I exposure in thyroid, and belongs to the MHC II class of proteins that are involved in the immune system [30]. All seven exposure-related proteins in thyroid tissue were overexpressed after irradiation. The ARF3 protein is GTP binding and involved with protein trafficking and vesicle binding, the *Arf3* has also been suggested as a marker in radiation transformed breast cancer [31, 32]. The DLD protein is a part of several multi-enzyme complexes involved in energy metabolism, and it has also been proposed as a biomarker for UV radiation induced skin aging [32, 33]. IKBKB has an important role in the NF-kappa beta signalling pathway, which is triggered by radiation and can cause resistance for irradiated cancer cells [34]. NONO is an RNA binding protein that is part of transcription and RNA splicing, and has been associated with UV radiation induced cellular damages [35, 36]. RAB6A is located in the Golgi apparatus and is involved in the targeting and fusion of transport carriers [32, 37]. RPN2 is a membrane protein that mediates protein translocation in the endoplasmic reticulum and the SLC25A5 protein transports ADP from the cytoplasm to the mitochondria and ATP in the opposite direction [32].

All eleven dose-related proteins, nine in thyroid tissue and two in plasma, were overexpressed after ^131^I exposure. Among those, the most promising response relationship was found for LDHA and APRT in thyroid tissue (0.5–500 kBq) and TGM3 and DSG4 in plasma (0.5–50 kBq). LDHA catalyses the last step in aerobic glycolysis and is primarily located in muscle tissue, and APRT is an enzyme involved in the adenine nucleotide metabolism [32]. Furthermore, LDHA overexpression has been found in BRAF V600E-mutated thyroid cancer and inactivation of this protein can make cells more sensitive to radiation [38, 39]. TGM3 is involved in the transformation of the cell envelope in epidermis and hair follicles, but it is also a tumour suppressor and has been proposed as a progression marker for radio-chemotherapy of head and neck cancers [32, 40]. DSG4 is involved in cell adhesion, primarily in epithelial cells [32].

As far as we know, data on short- or long-term effects on rats after ^131^I exposure have not been published. When comparing our present long-term data in young rats with publicly available short-term data in adult mice, few common differentially expressed transcripts and proteins were identified [13–16]. Interestingly, the *Klk1* (0.5 kBq thyroid), CPA3 (0.5 kBq thyroid), and S100A8 (50 kBq plasma) markers were commonly identified in both the present study and previous studies on the short-term effects of ^131^I exposure on thyroid. 

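Klk1 (probe A_44_P399414) had a log2 signal of -2.78 ± 1.12 (SD, n = 4) in controls and -4.18 ± 0.82 (SD, n = 4) at 0.5 kBq. The log2 fold change was -1.40 with a standard error of 0.74 (two-sided exact permutation test, p = 0.114). It was -0.87, -0.17 and -0.52 at 5, 50 and 500 kBq, and with each array left out in turn it was -1.85 to -0.94 at 0.5 kBq, -1.32 to -0.41 at 5 kBq, -0.95 to 0.39 at 50 kBq and -0.97 to -0.061 at 500 kBq. This probe is not listed in the authors' deposited table of regulated probes.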

*Klk1*, CPA3 and S100A8 are important for thyroid function in both mice and rats [19, 20]. Genome homology between humans and rodents is high (almost 85% at the expression level) and they share several cellular mechanisms [41]. We believe that comparing results generated between species despite differences in species, age and time is valuable for the transfer of the generated results to humans. Furthermore, identified markers between species with similar function are conserved during evolution reflect important function. Therefore, the commonly identified markers in rats and previously in mice adult and young as well as persist with time after exposure initiation, might be potential exposure-related biomarkers also for humans.

The ACADL and SORBS2 protein, were regulated at all dose levels studied and are the most promising candidate biomarkers, since they have been previously associated with thyroid function [19, 20] Among the thyroid-specific proteins, elevated levels of thyroid peroxidase (TPO) were found in the three groups with lowest administered activities (0.5–50 kBq). This finding is in contrast to results from a study using ^60^Co gamma irradiated cultured human thyroid epithelial cells, where TPO expression levels were reduced, possibly indicating short-term effects *in vitro* [42]. Since the TPO and TG thyroid associated proteins were differentially expressed in some of our exposed groups (primarily at low doses), these proteins might be potential biomarkers for exposure at low dose-levels since no monotonic dose-response relationships were found.

In total, five transcripts (*Bhlhe41*, *Calca*, *Calcb*, *Dio2* and *Krt7*) related to thyroid function were found in some of the groups. *Bhlhe41* is related to circadian rhythm [32]. The *Calca* gene codes for calcitonin production, which is involved in the calcium regulation and phosphor metabolism [32]. *Calcb* is a paralog to *Calca* and is associated with medullary thyroid carcinoma [32]. The *Dio2* (Deiodinase 2) gene is highly associated with thyroid function and encodes for a protein that catalyses the deiodination of T4 (thyroxine) to the active thyroid hormone T3 (triiodothyronine). The DIO2 protein is also found in several tissue types and is thought to be a local producer of T3 [32]. Overexpression of the *Dio2* gene has been seen in follicular adenoma and Grave´s disease [32]. The *Krt7* gene belongs to the keratin family and stimulates DNA synthesis in cells by blocking interferon-dependent interphase [32].

In total, eight proteins associated with thyroid function were identified in thyroid tissue and/or plasma (ACADL, BCL2, CALCA, CYP27B1, PLCB4, SORBS2, TG and TPO). The ACADL and SORBS2 proteins were overexpressed in all groups in thyroid tissue. ACADL is an enzyme involved in the metabolism of fatty acids and amino acids, while SORBS2 belongs to a family of non-receptor protein-tyrosine kinases [32]. Thyroglobulin (TG) and thyroid peroxidase (TPO) are thyroid-specific proteins. TG is a protein primarily produced by the thyroid gland, involved in the production of the iodine-containing hormones T3 and T4, and the storage of T4 [32]. TG is clinically relevant, especially to predict thyroid residues, since TG blood levels are related to thyroid function, rather than thyroid malignancy [43]. Elevated TG expression levels can therefore indicate that thyroid function is impaired after exposure. TPO is an enzyme essential for thyroid gland function involved in T4 and T3 production, and mutations in this gene can lead to hyperthyroidism [32]. Of the observed proteins, the strongest association with thyroid function was seen for TG and TPO. These proteins were not differentially regulated in all groups, but upregulated at the two lowest activities (0.5 and 5 kBq) and at the highest activity (500 kBq). This is interesting since it suggests that thyroid function after irradiation is not only affected by dose, but other biological effects as well, as previously suggested iodine deficiency, age at exposure, gender and the issue with increased screening [44].

For clinical use, biomarkers in plasma would be preferable, and only four proteins were differentially expressed regulated among those known to be related to thyroid function (TG, CYP27B1, PLCB4 were overexpressed and CLIP2 was underexpressed). TG is interesting, but is a protein that might be influenced by general physiological status. CYP27B1 is involved in transforming vitamin D to its active form, and PLCB4 is an enzyme, which transduces signals over the plasma membrane by using second message molecules diacylglycerol (DAG) and inositol 1,4,5-trisphosphate (IP3), both of which have functions that are important for normal thyroid and body function [32]. *CLIP2* has been proposed as a biomarker for thyroid cancer in several studies on children in the Chernobyl cohort [45–47]. In the present study, we identified decreased CLIP2 expression in exposed thyroid tissue and plasma (all doses), while Selmansberger *et al*. showed an increase in both protein and mRNA expression levels in thyroid tumour tissue in children [48].

The higher association of transcripts than proteins with GO terms is most probably explained by investigational bias, since transcriptomic profiling is hitherto far more common than proteomic analyses, with less data for protein enrichment. A pronounced association with metabolism, immune system, apoptosis and cell death was established for all samples. Increased metabolism is caused by increased thyroid hormone production, and might suggest abnormal thyroid function (hyperthyroidism). The strong association with apoptosis and cell death may be due to thyroid cell impairment and function. The immune system is highly involved in cancer and other diseases. All these effects indicate that thyroid cells are affected by irradiation (observed at as low as 1 mGy), and that the thyroid function differs from that of non-irradiated thyroid.

The significant canonical signalling pathways that were commonly identified in more than one group are all necessary for functions related to cellular survival. NRF2-oxidative stress leads to the binding of antioxidant responsive elements and can thus neutralise reactive molecules [32]. The upstream regulator PPARG is involved in differentiation, cell growth and nuclear regulation. It is primarily found in adipose tissue, is associated with diabetes 2 and colon cancer but is also related to follicular thyroid cancer and abnormal thyroid function [32, 49]. It is also interesting to note that activation of PPARG was not influenced by dose-level. We also previously showed downregulation of PPARG expression in our short-term studies on rats [14].

Other studies on ^131^I-induced effects *in vitro* and *in vivo* have focused on specific effects on non-coding RNAs and selected proteins. Long non-coding RNA MEG_3_ has been a suggested as a biomarker for thyroid cancer and ^131^I radio-resistance [50]. Proteomic studies on PTC tissue from humans have suggested NTRK1, metalloproteinases (MMP-1, MMP-9 and MMP-13) and Cathepsins (-W and -X), NF-KB and other apoptosis associated proteins as radiation-induced PTC biomarkers, together with SPANXA as an important protein for thyroid cancer development [51–56]. However, none of these were found in the present study. *In vitro* studies on thyroid cells have shown that DNA damage after ^131^I exposure increases in the presence of high levels of TSH [57]. Thyroid function has also been evaluated, by measurements of the IL-6 TNF-αand NO proteins in serum samples using a rat model using four week old rats irradiated with 5.5 MBq ^131^I [58]. Some of these proteins were found also in the present study, but the expression levels were not in the same direction (increased or decreased), probably due to the longer time after administration and the much lower amount of ^131^I administered.

In the present study, several regulated genes and proteins for exposure and dose-response are presented. However, no single biomarker was found that seems to fulfil the necessary criteria for being an optimal biomarker related to dose response, with clearly differentiated expression level. These findings are in line with our previous studies on the short-term effects of exposure to ionizing radiation in adult mice and rats, where no clear dose-response relationships were found for any single transcript [14, 59]. We and others then suggested the use of a panel of several genes to evaluate radiation response [11, 14, 16]. This situation seems to also be the case for long-term effects in young rats.

## Conclusions

In the present study, the gene and protein expression profiles for rat thyroid tissue and plasma were investigated in young rats nine months after exposure to low amounts of ^131^I. The results showed that only a few genes or proteins altered their expression in a clear dose-related manner. Expression patterns mostly demonstrated altered (up and down) regulation at certain dose levels in a non-monotonic manner. The most promising dose-related candidate biomarkers were the LDHA and APRT proteins (in thyroid), and TGM3 and DSG4 proteins (in plasma, only for low doses). The most promising exposure-related candidate biomarkers were the *Afp* and *RT1-Bb* transcripts in thyroid, both showing uniform differential expression patterns, irrespective of dose level.

The GO term association analysis revealed that most of the regulated genes/proteins were associated with immune response, which is influenced in many diseases, including cancer. For the transcripts, a pronounced association with cellular processes related to cell cycle regulation, metabolism and cancer was found.

Thyroid function-related proteins overexpressed in thyroid and/or plasma included SORBS2, ACADL, TG, and TPO (low doses). CLIP2, which has previously been found to be overexpressed in children with PTC in the Chernobyl cohort, was underexpressed in thyroid and plasma in the present study on young rats.

Preferably, biomarker examinations should be performed in blood samples for less invasive tissue sampling. However, in the present study the majority of the candidate biomarkers were found only in thyroid tissue, and thyroid needle biopsies are routinely collected clinically and thus possible to collect.

In conclusion, this work resulted in increased knowledge of late radiation-induced cellular effects after low to medium dose exposure from ^131^I. Novel candidate biomarkers related to exposure or absorbed dose were identified and previously proposed candidate biomarkers were not detected in this work. The identified biomarkers need further validation using human tissue samples.

## Supporting information

S1 Table Uniquely regulated a) transcripts in thyroid tissue b) proteins in thyroid tissue and c) proteins in plasma for each group. (DOCX) Click here for additional data file.

S2 Table Transcripts and proteins in thyroid and plasma tissue with statistically significant differential expression levels for three of four groups. (DOCX) Click here for additional data file.

S3 Table Transcripts and proteins in thyroid and plasma tissue with statistically significant differential expression levels for two out of four groups. (DOCX) Click here for additional data file.

# Supplementary material for: Long-term transcriptomic and proteomic effects in Sprague Dawley rat thyroid and plasma after internal low dose 131I exposure
**Source:** PLoS One. 2020 Dec 31;15(12):e0244098. doi: 10.1371/journal.pone.0244098
**Supplement:** S1 Table

# Supplementary material for: Long-term transcriptomic and proteomic effects in Sprague Dawley rat thyroid and plasma after internal low dose 131I exposure
**Source:** PLoS One. 2020 Dec 31;15(12):e0244098. doi: 10.1371/journal.pone.0244098
**Supplement:** S2 Table

.

How the deposited data were processed for this re-analysis (not part of the article)

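Thyroid tissue of single rats was measured on 49 one-colour Agilent Sureprint G3 Rat GE 8x60K arrays, hybridised with Cy3-labelled total RNA. The paper's comparison covers 19 of them, the 4 exposed groups 9 months after injection at 5 weeks of age and the untreated controls of 10 months of age. The other 30 arrays, which the paper does not report on, come from rats given 50 kBq as young or adult animals and from controls of other ages. Groups held 4 arrays, except 3 arrays at 5 kBq and in the controls of 7 and 13 months. The groups were taken from the sample labels and the study design. The values of the proteomic analysis, RT-qPCR and ELISA were not analysed here.

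The authors deposited one file per array from Agilent Feature Extraction, and its processed signal is an intensity, background-subtracted per spot and not scaled between arrays. The authors also deposited a table of fold changes for 861 probes, which were taken as log2 values because their sizes go down to 0.7951 with both signs, while the stated cut-off is 1.5. Its 9 columns carry only letters and were assigned to no comparison, so the table was used only for whether a probe is listed in it. The test and normalization of the authors' software are not given in the sources used here. The files hold per-spot marks, in other units, for a signal well above background, for saturation and for outliers, which the authors' scanner software set as 0 or 1.

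Spots marked as outliers and control spots were left out, signals were converted to log2, the 75th percentile of each array was subtracted and spots of one probe were averaged. Probes were matched to gene symbols through their RefSeq accessions, for 17998 of 30367 probes. Where a gene had several probes, the one with the highest mean signal over the 19 arrays was used, and other probes of the genes named in the text are given where they differ. Probes well above background on at least 3 of the fitted arrays were kept. Models were fitted with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 and jsonlite 2.0.0, and with 1 mean per group. The estimated prior degrees of freedom were 2.02. A transcript was called at a Benjamini-Hochberg adjusted p below 0.01 and a fold change above 1.5 or below -1.5. Tables were collated and plots drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

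The comparisons were each activity against the controls in one fit of the 19 arrays, their overlap, monotonic fold changes, and a slope on log10 of the activity over the 15 exposed arrays. In one fit of all 49 arrays, 5 groups the paper does not report on were compared with controls of the same age, and the 50 kBq effect at 9 months in young rats was compared with those at 3 months and in adults by interaction contrasts. Single probes were compared by two-sided exact permutation tests, whose smallest p is 0.0286 for 4 arrays against 4 and for 3 against 4. Where no array of one group and every array of the other was well above background, a lower bound of the fold is given, with each array of the dim group set no lower than the lowest signal called well above background on it. Fold changes of such groups otherwise depend on the background signal.

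The genes named in the text were fixed in a rule. They are every gene that the paper names as a regulated, validation or biomarker transcript, Vegfb and Dbp from its tables, whose values in the paper had been seen, and for each activity the 3 called probes with the largest change in each direction whose exposed and control arrays do not overlap. No transcript was called in the fit of the 19 arrays, so the last part of the rule named none. Genes named outside the rule were chosen after their values were seen.

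The marker lists were 18 lists with 215 genes, of which 181 had a probe and 172 were tested, so that 172 were well above background on at least 3 arrays of this tissue. No gene stands in more than one list. The lists were squamous epithelium, cartilage, airway epithelium and C cell, each in 1 part with genes in the paper's tables and 1 part without, skeletal muscle, parathyroid, follicular thyrocyte, adipocyte, lymphocyte, MHC class II without RT1-Bb, circadian output, circadian opposite phase, endoplasmic reticulum chaperones and p53 targets. They were tested with limma's camera at a preset correlation of 0.01 and with fry, with Benjamini-Hochberg adjustment over 72 tests and a threshold of 0.05.

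Alternatives set before the data were examined were quantile normalization, no filter on dim probes, probes well above background on every array of a group, slide, scan date or replicate number as a block, limma's array weights, probes of a gene averaged, an adjusted p under 0.05, each activity with the controls alone, all 49 arrays in one fit, each pair of groups alone, the unscaled signal for Slc25a5, and each array left out in turn. Normexp background correction with an offset of 50 on median spot signals, and array weights by limma's gene-by-gene algorithm for the 49 arrays, were added after the data were seen. The array groups were also regrouped in all 35 splits of a pair of groups, the real one included, or in 100 random draws where there were more. The test was checked on simulated data, drawn with independent normal noise for each probe, with changes added to 200 probes of the 500 kBq comparison. With no change added to them, 2, 0, 1 and 0 of the other probes were called at added log2 changes of 1, 2, 3 and 4. With a log2 shift of 1 added to the skeletal muscle list, its median was 0.96, and camera called 0 of the 17 other lists. The simulated genes were independent, unlike the genes of a list on the real arrays. The 0 therefore does not show how often camera calls unchanged lists here, and regroupings of the real arrays gave a median of 22 calls in 72 tests.

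The share of spots well above background was 70.1% to 80.7% on the 19 arrays, and the 75th percentile of their signals 1568 to 4167. In the other groups, replicate 2 of the young rats 3 months after 50 kBq was dim, with 43.1% of spots well above background and a 75th percentile of 61.4. The number of arrays per group limits the precision of all values.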

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

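The tests of explanations in this part were written down before their results were seen, apart from the regroupings for the squamous genes and the values under array weights by the gene-by-gene algorithm and under normexp, which were chosen afterwards. In groups of 4 arrays, a value was singled out when its gap to the nearest other array took a larger part of the group's range than Dixon's critical value. This applied to 13 of 120 groups of named genes and marker lists, where chance gives about 1 in 20 groups, and the genes of a list and the lists with shared arrays are not independent.

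Afp on 1 array at 500 kBq lay far from the others, with replicate 1 at -4.61 and the other arrays between -8.39 and -7.89, a gap of 0.867 of the range. High signal in some controls only, as an explanation of the lower Afp, is argued against at 0.5, 5 and 50 kBq, where 11 of 11 exposed arrays lay below all 4 controls. At 500 kBq 3 of 4 arrays did, and this explanation cannot be told apart from a lower expression there because replicate 1 lies within the range of the controls. A mislabelled or mixed sample was not tested for this array. Among controls of other ages, Afp was well above background on 1 of 4 arrays at 4 months, 0 of 3 at 7 months and 0 of 3 at 13 months, against 4 of 4 at 10 months, so the difference at 9 months rests on the level of this control group. In exposed adults of the same age, 6 months after 50 kBq, 2 of 4 arrays were well above background, and the log2 signal was -7.01 ± 2.03 (SD, n = 4). A response to the exposure and a property of the 10-month controls that the 4 rats share both stay open.

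RT1-Bb in controls had replicate 4 at -7.93 and the other arrays between 0.29 and 1.48, a gap of 0.873 of the range. A probe that reads an MHC allele carried by some of the outbred rats is a candidate explanation. Over the 49 arrays the largest gap took 49.4% of the range, with 5 arrays below it, of which 4 came from exposed rats of other groups, but the other MHC class II genes also moved, so the test does not decide. More MHC class II expressing cells is another. The largest median log2 fold change of the other 8 MHC class II genes was 0.52, below the fitted 2.78 to 3.35 of RT1-Bb, whose standard error, over 1.4, leaves the sizes not told apart. Among the most abundant of them, Cd74 had 0.49, 0.54, 0.33 and 0.53, RT1-Da 0.60, 0.57, 0.39 and 0.51, and RT1-Db1 1.14, 1.23, 0.69 and 0.87 in the order of activity. Without control replicate 4 the fitted log2 fold changes of RT1-Bb were 0.97, 1.13, 0.56 and 0.64, about the size of those of RT1-Db1. The second probe of RT1-Bb, A_64_P043911, had 0.18, 0.005, 0.29 and 0.22. It was well above background on 4 of 4 controls, between -0.45 and 1.22, so the dim value of control replicate 4 was not seen on it. A lack of MHC class II expressing cells in that sample is thus argued against as the cause of the dim value, and an allele stays open for it. For the smaller changes without control replicate 4, both explanations stay open, as does a response to the exposure.

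Vegfb at 50 kBq had replicate 1 at 1.49 and the other arrays between -8.96 and -8.71, a gap of 0.977 of the range. Over all 49 arrays its largest gap took 48.0% of the range, with 26 arrays below and 23 above, and arrays of both kinds occur in controls of 4 and 13 months. No explanation was tested for Vegfb, and an allele of the outbred rats stays as open as the exposure.

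Squamous epithelial genes of the paper's tables were high on replicate 4 at 0.5 kBq (6.80, a gap of 0.948 of the range) and on replicate 2 at 50 kBq (6.54, a gap of 0.906), and squamous genes outside the tables were high on the same 2 arrays (2.78, and 2.54 with a gap of 0.885). Both lists were also high in control replicates 1 and 3, where the genes outside the tables lay at 1.84 and 1.21, against -0.84 and -0.73 in replicates 2 and 4. Admixture of neighbouring squamous epithelium in some controls may explain the lower squamous transcripts at 5 and 500 kBq. The 12 tested squamous genes outside the tables had a median log2 fold change of -0.41 at 5 kBq (camera adjusted p = 0.140) and -0.79 at 500 kBq (6.18e-04), the same direction but less than 1 part in 3 of the -3.13 and -3.19 of the 15 genes in the tables, and those genes were left out of the list because they are in the tables, so the test does not decide. These values depended on single controls. With each array left out in turn the median outside the tables was -0.84 to -0.09 at 5 kBq and -1.11 to -0.44 at 500 kBq. At 5 kBq it was -0.09 without control replicate 1 and -0.19 without control replicate 3, and camera called it without control replicate 2 (-0.66) or 4 (-0.84). At 500 kBq camera no longer called it without control replicate 1 (-0.44). In the tables the median was -1.84 at 5 kBq and -1.79 at 500 kBq without control replicate 1, and -2.11 at 500 kBq without control replicate 3. The most abundant genes in the tables were Tp63, Cnfn and Krt4. At 5 and 500 kBq Tp63 moved by -0.26 and 0.34, Cnfn by -3.13 and -2.92 and Krt4 by -4.30 and -4.24. Outside the tables they were Lypd3, Calml3 and Bnipl, with -0.88, -0.26 and -0.22 at 5 kBq and -1.15, -0.83 and -0.22 at 500 kBq. A difference between scan dates as the whole cause is argued against at 5 kBq. With the scan date as a block the genes in the tables had -4.70 there and stayed called, and control replicates 1, 2 and 4, all of scan 1, lay at 5.84, -2.02 and -2.40. At 500 kBq the blocked median was -5.73, but only 1 exposed array shares a scan date with a control, so the scan date cannot be told apart from the exposure at that activity. Among 100 regroupings of the arrays of the 3 groups, 12 gave medians of the genes outside the tables as low as the real groups, summed over 5 and 500 kBq, so chance cannot be excluded.

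Cartilage genes of the paper's tables had control replicate 2 at -0.86 with the others between -0.70 and -0.67 (0.835 of a narrow range), and 500 kBq replicate 3 at 3.34 with the others between -0.61 and -0.38 (0.944). Cartilage genes outside the tables were also high on that 500 kBq array (2.45, a gap of 0.876). Admixture of tracheal cartilage may explain the higher cartilage transcripts at 50 kBq, since the 6 cartilage genes outside the tables rose by a median of 0.88 and were above the controls by more than their range on 2 of 4 arrays. This median was 0.49 without replicate 1 of the group, 1.33 without replicate 2 and 0.44 without replicate 3. The most abundant of them, Col11a2, Cytl1 and Comp, changed by 0.44, 0.83 and 0.92, and those in the tables, Col9a2, Chad and Col2a1, by 1.69, 2.86 and 2.09. A response to the exposure on these 2 arrays stays open.

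Skeletal muscle genes on replicate 4 at 500 kBq lay at -2.64 with the other arrays between 0.56 and 0.60, a gap of 0.989 of the range, and without that array the median log2 fold change of the list at 500 kBq went from -0.51 to 0.14. Parathyroid genes on replicate 3 at 500 kBq lay at -1.96 with the others between 1.31 and 1.45, a gap of 0.960. No explanation was tested for either array. The share of neighbouring muscle and of parathyroid tissue in a sample, which the files do not give, stays open, and no biological explanation was tested.

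Circadian genes of the opposite phase lay at -0.78 on control replicate 3 with the others between -0.43 and -0.37 (a gap of 0.851 of the range), and at -0.76 on replicate 4 at 500 kBq with the others between 0.06 and 0.20 (0.860). A different time of day at tissue collection may explain the lower Dbp at 5 and 50 kBq. The opposite-phase genes rose by a median of 0.97 at 50 kBq while the circadian output genes fell by 0.72, as this explanation needs, with Bmal1, Npas2 and Cry1 at 1.12, 0.97 and 0.83 and Dbp, Tef and Usp2 at -2.08, -0.65 and -0.39. The time of day is not given in the sources used here, and an effect of the exposure on the clock stays open.

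The 50 kBq effect differed between groups for 3 named genes in the fit of the 49 arrays. For Afp the effect at 3 months in young rats was higher than at 9 months by 4.81 log2 units (limma p adjusted over the 12 named genes, 0.00698), and in adults at 9 months higher than in young rats by 7.99 (2.34e-05). Ankrd2 differed between adults and young rats by 5.08 (0.00617). Dbp differed by 2.36 between 3 and 9 months (8.64e-05) and by 2.23 between adults and young rats (1.84e-04). Over all probes, the Afp difference between adults and young rats had an adjusted p of 0.0493, and none was below 0.01. The 49-array regroupings gave as many called transcripts (0) in 100 of 100 draws for either difference, a test that a count of 0 makes void. Afp in adults at 9 months was well above background on 3 of 4 arrays, against 0 of 3 controls of 13 months, and most other groups were at background, so its differences depend on the background signal, and the young 3-month group includes a dim array. For Dbp, the median of 0.97 of the opposite-phase genes at 50 kBq in young rats at 9 months keeps a different time of day at collection open. Each effect is taken against controls of its own age, so the level of one control group moves these differences. Dbp was 4.62 in the 10-month controls, against 2.71, 3.07 and 2.23 in those of 4, 7 and 13 months. The exposed adults of 10 months, 6 months after 50 kBq, lay at 4.50 (a difference of -0.12 from the same controls), so this level was not confined to the control group. Age and time since injection stay open as untested explanations.

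Signals appeared in groups that the paper does not report on. In young rats 3 months after 50 kBq, 3 transcripts were called, Ibsp with a log2 fold change of 2.34 and 2 probes without a symbol (1.15 and 1.34), named after their values were seen, and 9351 probes had an unadjusted p under 0.05. Of 35 splits of the arrays, 12 gave a count as large and 2 gave as many probes with an unadjusted p under 0.05, so chance cannot be excluded by either measure. Replicate 2 of this group was dim, and the count was 0 without it, 3950 without replicate 1, 3323 without replicate 4, and 0 without replicate 3 or without any 1 of the 4 controls. In adults 9 months after 50 kBq, 166 transcripts were called, 47 higher and 119 lower, and 5502 probes had an unadjusted p under 0.05. Of 35 splits, 3 gave a count as large and 2 as many such probes, so chance cannot be excluded there either. The count was 0 without exposed replicate 1 or 2 or control replicate 1 or 2, 906 without exposed replicate 3, 11 without exposed replicate 4 and 359 without control replicate 3. It was 2 with the scan date as a block, 0 with the pair of groups alone, 41 with normexp and 7971 with gene-by-gene array weights. The 13-month controls had lower signals than the exposed adults (75th percentile 1331 to 1447, against 2433 to 3588), so a difference in signal between the groups may contribute, which was not tested. No biological explanation was tested.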

How the results depend on the processing

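Array weights by limma's gene-by-gene algorithm and normexp were chosen after the data were seen, and the other alternatives were planned. Where a cause is not given, the cause was not tested. The called count stayed at 0 for each activity, any activity, only one activity, all 4 activities and the activity trend with quantile normalization, without a filter on dim probes, with probes well above background on every array of a group, with slide, scan date and replicate blocks, with normexp and with probes of a gene averaged. The number of marker list shifts, 37, was 32 to 40 under the alternatives run for it, and the direction of Afp and RT1-Bb at the 4 activities was the same under every alternative run for them.

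With an adjusted p under 0.05, a less strict threshold, 1 transcript was called at 5 kBq and 1 at 50 kBq, Afp (-4.80 and -4.49), which made 1 at any activity. In the other groups this gave 4 in adults at 3 months, 1156 in adults at 9 months, 3931 in young rats at 3 months and 1 for the difference between adults and young rats at 9 months. With all 49 arrays in one fit, 3 transcripts were called at 5 kBq, 3 at 50 kBq and 3 at any activity. With array weights, 10 were called at 5 kBq, 10 at any activity and 10 at only one activity, among them Afp at 5 kBq (-4.75), and the fitted log2 fold change reversed for Klk1 at 500 kBq (0.091) and Slc25a5 at 0.5 and 500 kBq (-0.022 and 0.14). With each activity fitted with the controls alone, 1 transcript was called at each of 0.5, 5, 50 and 500 kBq, 2 at any activity and 1 at only one, and Afp was called at 0.5, 5 and 50 kBq (-4.13, -4.80 and -4.49). The Afp log2 fold changes depend on the background signal, since most exposed arrays were at background.

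With quantile normalization the sign reversed for Calcb at 5 kBq (0.033) and Slc25a5 at 0.5 and 50 kBq (-0.017 and 0.0027), the range of the Slc25a5 signal was 1.17, and 5 transcripts were called in adults at 3 months and 1 for the difference between adults and young rats. With probes of a gene averaged, Slc25a5 reversed at 0.5 and 50 kBq (-0.027 and 0.024). With the slide as a block, Calcb at 50 kBq (-0.051), Krt7 at 5 kBq (-0.075) and Slc25a5 at 0.5, 50 and 500 kBq (-0.10, 0.15 and 0.64) reversed, with 7 transcripts in adults at 3 months and 0 in young rats at 3 months. With the scan date as a block, Cd300lg at 5 kBq (-0.055), Krt7 at 5 kBq (-0.39) and Slc25a5 at 500 kBq (0.13) reversed, and 2 transcripts were called in adults at 9 months. With the replicate number as a block, Krt7 at 5 kBq reversed (-0.028), with 18 transcripts in adults at 9 months and 0 in young rats at 3 months. The replicate numbers do not pair the arrays: the mean correlation of arrays with the same number in different groups was -0.05, against 0.02 for different numbers. With normexp, Calcb (0.014) and Krt7 (-0.023) at 5 kBq, Klk1 at 50 kBq (0.0088) and Slc25a5 at 0.5 kBq (-0.034) reversed, with 41 transcripts in adults at 9 months and 0 in young rats at 3 months. In the fit of the 19 arrays, each log2 fold change that reversed under these settings was smaller than its standard error, and they lay between -0.52 and 0.27. The median of the squamous genes in the paper's tables reversed at 0.5 and 50 kBq with the slide as a block (0.62 and 0.52), and with the scan date as a block it was called at both (-1.19 and -2.23). At 0.5 kBq it was also called with probes of a gene averaged and with all 49 arrays in one fit (-1.19 in each). Among the genes and lists named in the text, the squamous genes outside the paper's tables were called at 5 kBq with the slide (-1.20) or the scan date (-0.82) as a block, and the MHC class II genes were no longer called at 500 kBq with the slide as a block (0.36) or with array weights (0.32).

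In the groups that the paper does not report on, the pair of groups alone gave 0 transcripts in adults at 9 months and 0 in young rats at 3 months, with fewer arrays in the fit. Without a filter on dim probes the counts were 68 and 5. Gene-by-gene array weights gave 408 in adults at 3 months, 7971 in adults at 9 months, 0 in young rats at 3 months, 334 in young rats at 6 months and 5894 for the difference between adults and young rats.

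With each array left out in turn, the log2 fold change of Afp was -4.28 to -4.01 at 0.5 kBq, -5.00 to -4.61 at 5 kBq, -4.66 to -4.37 at 50 kBq and -3.74 to -2.48 at 500 kBq. Without replicate 1 of the 500 kBq group Afp was called at all 4 activities, and without replicate 2 of that group 1 transcript was called at 500 kBq. The counts at 0.5, 5, 50 and 500 kBq, at any, at only one and at all 4 activities and of monotonic transcripts at 3 neighbouring activities each ranged from 0 to 1, and the marker list shifts from 33 to 41. The sign changed for Calcb at 5 kBq (-0.43 to 0.43) and 50 kBq (-0.33 to 0.78), Cd300lg at 5 kBq (-0.66 to 1.52), Klk1 at 50 kBq (-0.95 to 0.39), Krt7 at 5 kBq (-0.45 to 0.43) and 50 kBq (-0.97 to 0.13), Slc25a5 at 0.5 kBq (-0.11 to 0.12), 50 kBq (-0.22 to 0.10) and 500 kBq (-0.26 to 0.29), Vegfb at 50 kBq (-0.48 to 3.01) and the squamous genes in the tables at 0.5 kBq (-3.12 to 0.17) and 50 kBq (-3.07 to 0.53). The range of Slc25a5 was 1.19 to 1.65, the lowest without replicate 4 of the 500 kBq group. RT1-Bb kept its direction, with its lowest values without control replicate 4. The counts were 0 to 2 in adults at 3 months, 0 to 906 in adults at 9 months, 0 to 3950 in young rats at 3 months, 0 to 4 in young rats at 6 months and 0 to 5 for the difference between adults and young rats.

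Planned normexp on mean spot signals was not run because that column was not among those used here, the authors' per-array values were not used here, and limma's default array weights did not converge on the 49 arrays. Signal over background limits Afp, Vegfb and the low RT1-Bb control, for which fold changes are bounds or depend on the background.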

Differences from the paper's values

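The paper reports 380 differentially regulated transcripts, and the limma fit of the 19 arrays at the paper's cut-offs called 0. The paper's number found at one activity only is 251, against 0. By activity, the paper's numbers found only at that activity are 8 at 0.5 kBq, 130 at 5 kBq, 18 at 50 kBq and 95 at 500 kBq, against 0 at each activity. The paper's number found at all activities is 2 (Afp and RT1-Bb), against 0. The paper compares 4 rats per group, and the 5 kBq group here held 3 arrays.

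None of the alternatives set before the data were examined came within 1.5 times any of these numbers. For transcripts regulated at any activity they gave 0 with quantile normalization, without a filter on dim probes, with probes well above background on every array of a group, with slide, scan date or replicate block and with probes of a gene averaged, 1 with an adjusted p under 0.05, 2 with each activity fitted with the controls alone, 3 with all 49 arrays in one fit and 10 with array weights. Normexp on median signals, chosen after the values were seen, gave 0.

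Some settings called transcripts that the paper calls. Afp was called at 0.5, 5 and 50 kBq with each activity fitted with the controls alone, at 5 and 50 kBq with an adjusted p under 0.05, at 5 kBq with array weights and at all 4 activities without replicate 1 of the 500 kBq group. Dbp was called at 5 and 50 kBq with all 49 arrays in one fit and at 5 kBq with array weights, and Vegfb at 500 kBq with the controls alone. Array weights also called Atf3, Asic2, Npas2, Crygs, Per3 and 1 probe without a symbol at 5 kBq. RT1-Bb was called under none of the settings.

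The direction was the same for 321 of the 321 combinations of gene and activity in the paper's tables that had a tested probe, with Pearson's r of 0.985 across genes on the log2 scale. The paper chose these transcripts on the same samples, so neither value is independent evidence. For Krt7 at 500 kBq the paper gives a larger decrease in its Table 3 than in its S1 Table, where the entries are -1.74 and -1.56, and the log2 fold change here was -1.73. The paper names no transcript with a dose response. With 0 transcripts past the cut-offs, the count of monotonic ones here could only be 0, and the slope on activity over the 15 exposed arrays had an adjusted p below 0.01 for 0 of 23116 probes (511 with an unadjusted p under 0.05).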

Other observations

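The tests in this part were written down before their results were seen, apart from the regroupings of the marker lists without the genes of the paper's tables and of each activity with the controls alone, which were chosen afterwards. Regroupings of the arrays were used to ask whether chance can be excluded. For the counts of regulated transcripts at 0.5, 5, 50 and 500 kBq, which were 0, 35 of 35 splits gave a result as large at each activity, and for the counts at any activity, at only one activity, at all 4 activities and for the activity trend, 100 of 100 draws did. A count of 0 makes these tests void. By the number of probes with an unadjusted p under 0.05, 27, 1, 14 and 10 of 35 splits gave as many as the real groups at 0.5, 5, 50 and 500 kBq. The 1 at 5 kBq is the real grouping, the smallest number possible, in 1 of 4 such counts with no adjustment for their number, and the 1188 probes at 5 kBq were close to the 1178.4 that chance gives. With each activity fitted with the controls alone, 410, 3566, 1214 and 1112 probes had an unadjusted p under 0.05, where chance gives 1103, 1115, 1118 and 1070, and 30, 2, 16 and 12 of 35 splits gave as many. The count in these fits was 1 transcript at each activity, and 3, 1, 2 and 3 of 35 splits gave a count as large. Each 5 kBq array also had a higher 75th percentile of its signals (3627 to 3658) than each control (1863 to 2834), and whether this difference in signal contributes was not tested. For the activity trend, 67 of 100 draws gave as many probes with an unadjusted p under 0.05 as the real groups (511). In regroupings over the activities, up to 966 transcripts were called at any activity, with a median of 0.

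A difference in slide or scan date between exposed and control arrays was tested with the scan date as a block, which gave 0 transcripts at 5 kBq and 0 at 500 kBq. The count without the block was also 0, so the scan date cannot be told apart from the exposure by this test.

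The log2 fold changes of the 4 activities had a mean correlation of 0.558 over pairs of activities (0.468 to 0.660). Unchanged groups simulated against the same controls gave a mean correlation as large in 24 of 100 draws, with a median of 0.486, and 616 transcripts had an unadjusted p under 0.05 in the same direction at 2 or more activities, against a median of 522.5. The controls that the comparisons share may therefore account for the part of the response common to all activities.

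C-cell transcripts were lower at 0.5 and 500 kBq in the paper's tables. A different share of C cells in the sampled tissue may explain this at 0.5 kBq, where the 13 tested C-cell genes outside the tables had a median log2 fold change of -1.30, against -1.91 for the 12 genes in them. At 500 kBq the median outside the tables was -0.74, less than 1 part in 2 of the -2.43 in them, and the test does not decide. At 0.5 kBq the median in the tables was -1.20 without replicate 4 of the group, and outside them it was -0.79 without control replicate 2. At 500 kBq the median in the tables was -1.37 without replicate 2 of the group, and outside them it was -1.13 without replicate 4 of the group, -1.16 without control replicate 1 and -0.47 without control replicate 2. The most abundant genes in the tables, Calca, Chgb and Calcb, changed by -1.30, -1.98 and -2.06 at 0.5 kBq, and those outside, Chga, Resp18 and Scg5, by 0.16, -1.99 and -1.40. At 500 kBq they changed by -1.74, -2.48 and -2.51 in the tables and by 0.84, -2.25 and -0.36 outside, so Chga did not follow the others. A lower expression in C cells stays open.

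Over the 18 marker lists, camera called 37 of 72 tests at an adjusted p under 0.05, and fry called 1, circadian opposite phase at 50 kBq (adjusted p = 0.0089), with 13 tests under 0.05 before adjustment. Of 100 regroupings of the arrays, 1, the real one, gave as many camera calls, with a median of 22 and a highest other count of 34. Some lists hold genes that the paper's tables call in these groups, which favours the real grouping, so this number does not decide. Without the genes of the paper's tables, camera called 29 of 56 tests over 14 lists, and 1 of 100 regroupings, the real one, gave as many, with a median of 14 and a highest other count of 24. That number does not decide either, because some lists follow the kinds of genes that the paper's tables call in these groups. Squamous genes outside the tables were high on the same arrays as those in them, so leaving out the table genes may still favour the real grouping. Camera also calls many lists in any grouping of these arrays. With each array left out in turn, 22 of the 37 called tests stayed called in every fit and 15 did not, and 17 other tests were called in some fit.

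The median log2 fold changes of the lists are given in the order 0.5, 5, 50 and 500 kBq. Squamous epithelial genes had -1.19, -3.13, -0.80 and -3.19 in the paper's tables and 0.05, -0.41, -0.08 and -0.79 outside them. Skeletal muscle genes had -0.15, -0.55, -0.21 and -0.51. Cartilage genes had -0.04, 0.16, 2.63 and 1.17 in the tables and -0.14, -0.08, 0.88 and 0.68 outside. Airway epithelial genes had -0.75, -0.07, 0.21 and -1.52 in the tables and -0.13, 0.20, 0.65 and 0.55 outside. C-cell genes had -1.91, -0.21, -0.41 and -2.43 in the tables and -1.30, -0.07, -0.03 and -0.74 outside. Parathyroid genes had 0.40, 0.26, 0.69 and 0.97, follicular thyrocyte genes -0.28, 0.67, -0.13 and -0.09, adipocyte genes -0.68, -0.79, -0.31 and -0.88, and lymphocyte genes 0.62, 0.22, 0.27 and 0.48. MHC class II genes without RT1-Bb had 0.52, 0.43, 0.35 and 0.37. Circadian output genes had -0.39, -0.74, -0.72 and -0.28, and circadian genes of the opposite phase 0.69, 0.84, 0.97 and 0.54. Endoplasmic reticulum chaperones outside the tables had -0.02, 0.62, -0.10 and -0.16, and p53 targets 0.05, 0.04, -0.06 and 0.02. Without control replicate 1 the squamous medians in the tables were 0.17, -1.84, 0.53 and -1.79, and those outside them -0.09 at 5 kBq and -0.44 at 500 kBq, and without control replicate 3 the median in the tables was 0.34 at 50 kBq. The cartilage medians at 50 kBq were 1.63 in the tables and 0.44 outside without replicate 3 of the group. At 500 kBq the cartilage median in the tables was 0.21 without replicate 3 of the 500 kBq group, and it stayed called in 10 of 19 fits. The sign of a called median reversed at 500 kBq for skeletal muscle genes (0.14) and circadian output genes (0.084) without replicate 4 of the group, and for cartilage genes outside the tables (-0.029) without replicate 3. The airway median in the tables at 0.5 kBq was -0.012 without replicate 1 of the group and -1.54 without replicate 4. At 500 kBq it was -0.69 without control replicate 1. At each of these 2 activities it stayed called in 16 of 19 fits. The MHC class II genes were no longer called at 500 kBq without replicate 4 of the group (0.21) or control replicate 2 (0.32). Follicular thyrocyte genes were no longer called at 0.5 kBq without replicate 4 of the group (-0.038). Adipocyte genes were no longer called without replicate 2 of the group at 0.5 kBq (-0.31) and at 5 kBq (-0.35). The parathyroid medians, not called, were -0.23, -0.36, -0.11 and 0.25 without control replicate 4. The median and the direction of camera differed in sign for squamous genes outside the tables at 0.5 kBq, cartilage genes outside and airway genes in the tables at 5 kBq, and p53 targets at 5 and 500 kBq.

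In other groups that the paper does not report on, 0 transcripts were called in young rats 6 months after 50 kBq (1696 probes with an unadjusted p under 0.05), 0 in adults at 3 months (1135) and 0 in adults at 6 months (203), and 35 of 35 splits gave a count as large in each, a test that a count of 0 makes void. By the number of probes with an unadjusted p under 0.05, 11, 14 and 11 of 35 splits gave as many in these groups. With 50 kBq in young rats at 9 months in the same fit, the 3 probes of Dbp were called, and 349 probes had an unadjusted p under 0.05. Transcripts whose 50 kBq effect differed numbered 0 between 3 and 9 months in young rats (4390 probes with an unadjusted p under 0.05) and 0 between adults and young rats at 9 months (3299), and 19 and 10 of 100 draws gave as many such probes.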
